# Understanding the Role of the Master Regulator XYR1 in *Trichoderma reesei* by Global Transcriptional Analysis

**DOI:** 10.3389/fmicb.2016.00175

**Published:** 2016-02-16

**Authors:** Lilian dos Santos Castro, Renato G. de Paula, Amanda C. C. Antoniêto, Gabriela F. Persinoti, Rafael Silva-Rocha, Roberto N. Silva

**Keywords:** *Trichoderma reesei*, RNA-seq, XYR1 transcription factor, gene expression, enzymes

## Abstract

We defined the role of the transcriptional factor—XYR1—in the filamentous fungus *Trichoderma reesei* during cellulosic material degradation. In this regard, we performed a global transcriptome analysis using RNA-Seq of the Δ*xyr1* mutant strain of *T. reesei* compared with the parental strain QM9414 grown in the presence of cellulose, sophorose, and glucose as sole carbon sources. We found that 5885 genes were expressed differentially under the three tested carbon sources. Of these, 322 genes were upregulated in the presence of cellulose, while 367 and 188 were upregulated in sophorose and glucose, respectively. With respect to genes under the direct regulation of XYR1, 30 and 33 are exclusive to cellulose and sophorose, respectively. The most modulated genes in the Δ*xyr1* belong to Carbohydrate-Active Enzymes (CAZymes), transcription factors, and transporters families. Moreover, we highlight the downregulation of transporters belonging to the MFS and ABC transporter families. Of these, MFS members were mostly downregulated in the presence of cellulose. In sophorose and glucose, the expression of these transporters was mainly upregulated. Our results revealed that MFS and ABC transporters could be new players in cellulose degradation and their role was shown to be carbon source-dependent. Our findings contribute to a better understanding of the regulatory mechanisms of XYR1 to control cellulase gene expression in *T. reesei* in the presence of cellulosic material, thereby potentially enhancing its application in several biotechnology fields.

## Introduction

Our dependence on fossil fuels and concerns surrounding its impacts on the environment has generated worldwide interest in establishing new fuel and energy sources (Borin et al., 2015). Reduction in fossil fuel consumption using alternate energy sources is a major challenge that humankind will face in the coming decades. Bioethanol production using lignocellulosic biomass, however, is a viable option for addressing this challenge (Ulaganathan et al., 2015). Lignocellulosic biomass is among the most abundant renewable resources on the planet and is an alternative sustainable energy source for the production of second-generation biofuels. Simple or complex carbohydrates can be extracted from lignocellulosic biomass that is fermented by microorganisms during bioethanol production (Kricka et al., 2015).

Bioconversion of cellulose-containing substrates to glucose represents an important area of modern biotechnology. Enzymes required for degradation of the polysaccharide component of biomass are mostly produced by fungi belonging to the genus *Trichoderma* (Gemishev et al., 2014). The filamentous fungus *Trichoderma reesei* (*Hypocrea jecorina*) is of particular interest due to its remarkable ability to secrete large amounts of cellulases, which include exoglucanases (EC 3.2.1.91) that cleave cellobiose into cellulose strand ends; endoglucanases (EC 3.2.1.4) that cleave strands randomly; and β-glucosidases (EC 3.2.1.21) that convert soluble cellodextrins; and cellobiose to glucose (Song et al., 2015; Treebupachatsakul et al., 2015). An additional protein, swollenin (encoded by *swo1*), can disrupt crystalline cellulose structures, presumably making polysaccharides more accessible to hydrolysis (Saloheimo et al., 2002). Moreover, in fungi, secreted copper-dependent polysaccharide monooxygenases (PMOs), a novel class of enzymes previously termed Glycoside Hydrolases Family 61 (GH61s), boost the efficiency of common cellulases, resulting in enhanced hydrolysis while decreasing the initial protein load needed. GH61s act on the crystalline part of cellulose generating oxidized, and non-oxidized chain ends (Dimarogona et al., 2012; Li et al., 2012) in microorganisms such as in *Chaetomium globosum, Myceliophthora thermophile, Thielavia terrestris, Neurospora crassa, T. reesei*, and *Aspergillus niger* (Glass et al., 2013). Recent studies of GH61 fungal proteins (Quinlan et al., 2011; Beeson et al., 2012; Dimarogona et al., 2012; Horn et al., 2012) have shown that the classical endo/exo scheme indeed may be simple. These proteins possess flat substrate-binding surfaces and are capable of cleaving polysaccharide chains in their crystalline contexts using an oxidative mechanism that depends on the presence of divalent metal ions and an electron donor, such as cellobiose dehydrogenase (CDH), a potential electron donor for PMOs (Dimarogona et al., 2012). A deeper mechanistic understanding of these enzymes could be used to further reduce costs of lignocellulosic biofuel production (Beeson et al., 2012). Consequently, numerous details pertaining to the structure and function of these enzymes have been elucidated, and several aspects of the regulation of their expression and secretion into the medium have also been described (Kubicek, 2012).

The production of these extracellular enzymes is an energy-consuming process; therefore, enzymes are produced only under conditions where the fungus needs to use plant polymers as energy and carbon sources (Amore et al., 2013). To metabolize cellulose, cellulase production is regulated at the transcriptional level in a coordinated manner that depends on the availability of the carbon sources (Dashtban et al., 2011; Amore et al., 2013; Castro Ldos et al., 2014). Pure (oligo)saccharides, such as sophorose (Sternberg and Mandels, 1979), β-cellobiono-1,5-lactone, D-xylose, xylobiose, galactose, and lactose, have been also reported to induce cellulase and hemicellulase production in *T. reesei* (Sternberg and Mandels, 1979; Aro et al., 2005; Stricker et al., 2007; Hakkinen et al., 2014; Tani et al., 2014). Various environmental and physiological factors affect enzyme production and secretion in *T. reesei*, suggesting that a complex signaling cascade and regulatory network is required for the accurate timing of hydrolytic enzyme production (Hakkinen et al., 2014). Cellulase gene expression is adaptive, and in *T. reesei* it is regulated by the action of at least five transcriptional activators (XYR1, ACE2, ACE3, BgIR, and the HAP2/3/5 complex) and two repressors (ACE1, and the carbon catabolite repressor CRE1, Sternberg and Mandels, 1979; Aro et al., 2005; Stricker et al., 2007; Dashtban et al., 2011). However, how these physiological inducers control the activity of downstream transcription factors, or even what transcription factors are involved in cellulase and hemicellulase regulation, is not fully understood (Tani et al., 2014). Therefore, understanding how a filamentous fungus produces enzymes of industrial interest is a key step in obtaining improved strains for the production of enzymatic cocktails.

Here, we focused on XYR1 a major transcription factor involved in the regulation of hydrolytic enzymes (Stricker et al., 2006; Mach-Aigner et al., 2008) in *T. reesei*, by analyzing the influence of it absence on *T. reesei* gene expression. We used the Illumina RNA-seq technology to perform a comprehensive transcriptome analysis of *T. reesei* mutant strain (Δ*xyr1*) compared to *T. reesei* parental strain (QM9414), using two induction conditions (cellulose and sophorose) and a repressive condition (glucose) as sole carbon sources. Therefore, RNA-seq combined with bioinformatics provided an appropriate approach to study gene expression dynamics at a global scale during the developmental processes, allowing specific candidate genes to be highlighted for further functional analysis.

## Materials and methods

### Strains, media, and growth conditions

*T. reesei* strain QM9414 *(ATCC 26921)* and the Δ*xyr1* mutant strain (Stricker et al., 2006) were used in this study. The strains were maintained on MEX medium (malt extract 3% (w/v) and agar-agar 2% (w/v)) at 4°C. *T. reesei* QM9414 and Δ*xyr1* strains were grown on MEX medium at 28°C for 7–10 days until sporulation was complete. For gene expression assays, a spore suspension containing approximately 10^7^ cells mL^−1^ was inoculated into 200 mL of Mandels-Andreotti medium (Schmoll et al., 2009) containing 1% (w/v) cellulose (Avicel), 2% (w/v) glucose, or 1 mM sophorose, as the sole carbon source. The cultures were incubated on an orbital shaker (200 rpm) at 28°C for 24, 48, and 72 h for cellulose experiments; 24 and 48 h for glucose experiments; and 2, 4, and 6 h for sophorose experiments. The Δ*xyr1* strain was previously grown in 1% (W/V) glycerol for 24 h and then transferred to a medium containing cellulose for 8 and 24 h according to Stricker et al. (2006). All experiments were performed in three biological replicates. The resulting mycelia were collected by filtration, frozen in liquid nitrogen, and stored at −80° for RNA extraction.

### RNA extraction, library construction, and sequencing

Total RNA was extracted from mycelia of each sample using the TRIzol® RNA kit (Invitrogen Life Technologies, CA, USA), according to the manufacturer's instructions. RNA concentration was determined by spectrophotometric OD at 260/280, and the RNA integrity was verified by both the Agilent 2100 Bioanalyzer and gel electrophoresis in 1% agarose. The total RNA of the three biological replicates, cellulose (24, 48, and 72 h; 8 and 24 h for Δ*xyr1* strain), sophorose (2, 4, and 6 h), and glucose (24 and 48 h) of each strain were pooled, resulting in 18 samples used for library preparation (Figure S1), using the Illumina TruSeq RNA Sample Preparation Kit (Illumina) according to manufacturer's instructions. The pooled RNA samples were lyophilized and stored using the RNAstable® tube kit (Biomatrica) in order to maintain the RNAs integrity for sequencing. Sequencing libraries were prepared and sequenced by LGC Genomics GmbH (Berlin/Germany) on the Illumina Hiseq™ 2000 platform with paired-end 100 bp reads.

### RNA-seq data analysis

Illumina Hiseq™ 2000 was used to perform sequencing, resulting in 147 million and approximately 187 million 100 bp paired-end reads for parental (QM9414) and mutant (Δ*xyr1*) strains, respectively. Quality-filtered reads were mapped to the *Trichoderma reesei* 2.0 reference genome, available at JGI Genome Portal (http://genome.jgi-psf.org/Trire2/Trire2.home.html), using the TopHat2 v2.0.4 aligner (Kim et al., 2013), allowing two mismatches and only unique alignments. After alignment, Samtools version 0.1.18 (Li et al., 2009) was used to process the alignments files, which were visualized using the Integrative Genomics Viewer (Thorvaldsdottir et al., 2013). Htseq version 0.6.0 was used to count reads mapped to *T. reesei* transcripts. Genes were annotated using *Trichoderma reesei* 2.0 reference genome; and a local database provided by Prof. C. P. Kubicek (TU, Vienna) and the InterPro database (http://www.ebi.ac.uk/interpro/) (Jones et al., 2014; Mitchell et al., 2015). The R package DESeq2 version 1.6.3 (Love et al., 2014) was used to perform the differential expression analysis, using the raw number of reads mapped to each gene in each sample to perform statistical tests, based on the negative binomial distribution, which indicate whether a gene is differentially expressed in a condition relative to each other. Therefore, the DESeq2 package was utilized for normalization, using the median log deviation, and for the differential expression analysis, applying a log_2_ fold change ≥ 1 or ≤ −1 and an adjusted *p* ≤ 0.05 as thresholds. Thus, log_2_ fold change values ≥ 1 are up-regulated and log_2_ fold change ≤ −1 are down-regulated, case, present *p* ≤ 0.05.

### Functional enrichment

Differentially expressed transcripts were annotated using Blast2GO (Conesa et al., 2005). Functional enrichment analysis of differentially expressed genes based on Gene Ontology (GO) terms was performed using the BayGO algorithm (Vêncio et al., 2006). GO terms significantly enriched, i.e., *p* ≤ 0.05 were further analyzed, using GraphPad Prism v 5.00 Software.

### Network analysis

To reconstruct the regulatory network of Δ*xyr1*/QM9414 under the experimental conditions analyzed, differentially expressed genes (1184 in total) were analyzed using the Cytoscape 3.0.1 software (Shannon et al., 2003), following the same procedure reported by Dos Santos Castro et al. (2014).

### Phylogenetic analysis of transport-related proteins

A data set with 77 transport-related proteins sequences from *T. reesei* was selected for phylogenetic analysis. The amino acid sequences of transporters from *T. reesei* and other species (*Saccharomyces cerevisiae* YHR094C, YHR092C, YDR343C; *Neurospora crassa* NCU00821, NCU04963, NCU08114, NCU10021; *Aspergillus nidulans* AN3199, AN6831; *Aspergillus oryzae* AO090103000130, AO090038000233; *Aspergillus niger* XP_001397059.2; *Escherichia coli* YP006127731.1; *Metarhizium anisopliae* GQ167043.1, EFY97396.1, EFY94560.1; *Talaromyces marneffei* XP002152585.1; *Talaromyces stipitatus* XP002484658.1; *Candida albicans* 19.13383, *Ogataea angusta* ACA58225.1; *Beauveria bassiana* EJP62811.1; *Togninia minima* EOO00826.1; *Colletotrichum gloeosporioides* EQB50276.1 and *Fusarium fujikuroi* CCT62487.1) were obtained from JGI Genome Portal and other online databases (*Saccharomyces* Genome Database, *Neurospora* crassa Database, AspGD, GenBank, and *Candida* Genome Database). Sequences were aligned using MUSCLE and a phylogenetic tree was estimated by the maximum likelihood (ML) method using MEGA package version 6 (Tamura et al., 2013). A secreted lipase (ID 57204) from *T. reesei* was used as an outgroup.

### Real-time PCR (qRT-PCR) analysis

For quantitative real-time PCR (qRT-PCR) validation experiments, 20 genes were selected according to RNA-seq data (Table S1). For this analysis, 1 μg of RNA was treated with DNAseI (Fermentas) and reverse-transcribed to cDNA using the First Strand cDNA kit Maxima™ Synthesis (Thermo Scientific) according to manufacturer's instructions. The cDNA was diluted 1/50 and used for real-time PCR analysis in the Bio-Rad CFX96™ System, using SsoFastTMEvaGreen®Supermix (Bio-Rad) for signal detection in accordance with the manufacturer's instructions. The gene encoding actin (*act*) was used as endogenous control according to Steiger et al. (2010). The following amplification conditions were used: 95°C for 10 min followed by 39 cycles of 95°C for 10 s, 60°C for 30 s followed by a dissociation curve of 60°C to 95°C with an increment of 0.5°C for 10 s. Gene expression values were calculated according to the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001) using the QM9414 strain grown on cellulose or sophorose as the reference sample. Primers used in the qRT-PCR experiments are described in Table S1. Data analysis was performed using GraphPad Prism v 5.0 Software.

### Statistical analysis and data records

All statistical analyses were performed using the R package (Team, 2011). RNA-Seq data from 18 libraries sequenced were deposited in the Gene Expression Omnibus (GEO) under accession number GSE66982.

## Results

### Analysis of RNA sequencing data

*T. reesei* QM9414 and the mutant strain Δ*xyr1* were cultivated in cellulose, sophorose, and glucose as unique carbon sources (Figure S1) and three biological replicates of each condition were submitted for RNA sequencing using Illumina HiseqTM 2000. Approximately 147 million of 100 bp paired-end reads were obtained for QM9414 and 187 million for the mutant strain Δ*xyr1*, with a concordant pair alignment rate of 89.8 and 89.2%, respectively. 

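RNA-seq counts of 17 libraries were used, with 3 libraries for each strain and carbon source, except QM9414 in glucose, for which replicates 1 and 3 were used and replicate 2 was not analysed here. Cultures held 1% cellulose, 2% glucose or 1 mM sophorose and were shaken at 200 rpm and 28°C. RNA of each replicate was pooled over its time points, which were 24, 48 and 72 h for QM9414 in cellulose, 8 and 24 h for Δxyr1 in cellulose, 2, 4 and 6 h in sophorose, and 24 and 48 h in glucose. The strains in cellulose therefore also differ in culture time. The paper's methods place a 24 h pre-culture in glycerol before the Δxyr1 cultures in cellulose, while the deposited description places it before those in sophorose. The authors aligned the reads with TopHat2, kept unique alignments, and deposited the number of reads that HTSeq counted on each of 9129 genes, without normalization. The values here use these counts, not the paper's numbers of sequenced reads. Their total was between 7014100 and 29056712 per library, with a median of 14468110. In QM9414 it was between 12168145 and 19628491 in cellulose (median 14801920), between 10415560 and 14468110 in sophorose (median 13326134), and 9852765 and 19056754 in the 2 glucose libraries. In Δxyr1 it was between 7014100 and 11136589 in cellulose (median 9942904), between 12618873 and 26286355 in sophorose (median 15268734), and between 14944332 and 29056712 in glucose (median 16900087). Counts were normalized by edgeR's TMM method and given as CPM, the counts of a gene scaled to the normalized library total. Strains and carbon sources were compared in 1 quasi-likelihood fit of edgeR over all 17 libraries in 6 groups, for the 8506 genes with at least 10 counts in at least 2 libraries. A gene was called changed at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1 in size. Genes abundant only in the glucose cultures were also counted in QM9414 cellulose replicate 1. In 27 such genes, the excess over the other QM9414 cellulose libraries was taken in CPM without TMM factors. Its median was 18.1% of their level in Δxyr1 glucose replicate 2 less that in the other QM9414 cellulose libraries. The number of reads limits the precision of low counts, and the intervals and floors given for them cover counting error only.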

Regarding the number of nucleotides, the data obtained correspond to 38 GB for QM9414 and 45 GB for Δ*xyr1* (Tables S2, S3, respectively). 

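Pearson correlations were computed across the 8506 genes tested, on log2 CPM with 1 added, for the 16 pairs of replicates. Genes are not independent replicates, so no p was attached to them. In QM9414 the correlation was between 0.980 and 0.996, with the lowest value between cellulose replicates 1 and 3. In Δxyr1 it was between 0.964 and 0.992, with the lowest value between sophorose replicates 1 and 3. The scale moved these values most, and on normalized counts without logarithms the lowest correlation was 0.707 in QM9414 and 0.677 in Δxyr1.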

The quality of data generated in sequencing was evaluated by the DESeq2 package and a high Pearson correlation was obtained when comparing the corresponding replicates of QM9414 (*R* ≥ 0.71) and Δ*xyr1* (*R* ≥ 0.67) for the three studied conditions (Figures S2, S3). A principal component analysis (PCA) (Figure S4) and box plot graphics (Figure S5) were performed to ensure the reliability of the sequencing data and demonstrate that the samples are comparable.

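On log2 CPM of the 500 most variable genes, the first 3 components held 67.3%, 14.4% and 10.5% of the variance. For 15 of the 17 libraries, the nearest library on the first components was one of the same strain and carbon source. The largest distance within a group, 21.3, lay between QM9414 cellulose replicates 1 and 2. The smallest distance between groups, 3.47, lay between QM9414 glucose replicate 3 and Δxyr1 glucose replicate 2. With all 8506 genes in place of 500, the first component held 59.5% of the variance.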

To confirm the deletion of the gene *xyr1* in the mutant strain Δ*xyr1*, the files generated after the alignment of reads were visualized using IGV and the number of reads mapping to gene expression level of *xyr1* (ID 122208) was analyzed. It was possible to observe the absence of coverage in *xyr1* in the mutant strain for all conditions examined, confirming the presence of the mutation and eliminating any possibility of contamination during growth of the strains (Figure 1B). 

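The deposited counts give 1 total per gene, so the part of xyr1 that the reads cover was not analysed here. In Δxyr1, between 103 and 139 reads per library were counted on xyr1 in cellulose, between 1214 and 1300 in sophorose, and between 19 and 74 in glucose. This is a level of 10.9 ± 3.36 CPM (SD, n = 3 libraries) in cellulose, 86.2 ± 6.51 in sophorose and 3.72 ± 2.42 in glucose. Against QM9414, the log2 fold change was −5.84 in cellulose (standard error 0.447, adjusted p = 7.8e-08 from edgeR's quasi-likelihood test) and −4.89 in sophorose (standard error 0.423, adjusted p = 7.0e-07). In glucose it was −1.40 (standard error 0.434), which did not pass the threshold in edgeR (adjusted p = 0.0643) and passed it in DESeq2 (adjusted p = 0.0159). With each library left out in turn, the log2 fold change stayed between −6.11 and −5.69 in cellulose and between −4.98 and −4.80 in sophorose. The setting that moved it most was CPM without TMM factors, which gave −5.31 in sophorose.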

As expected, a large number of reads mapping to *xyr1* are observed in the QM9414 strain during growth in cellulose and sophorose. 

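In QM9414 the level of xyr1 was 622 ± 76.6 CPM in cellulose (SD, n = 3) and 2559.9 ± 315 in sophorose (SD, n = 3). Between 9153 and 11010 reads per library were counted on the gene in cellulose, and between 28685 and 45128 in sophorose. Every QM9414 library in these carbon sources lay above every Δxyr1 library in the same carbon source (exact two-sided permutation test, p = 0.1 in each, the smallest p that 3 libraries against 3 allow).

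**Figure D1:**
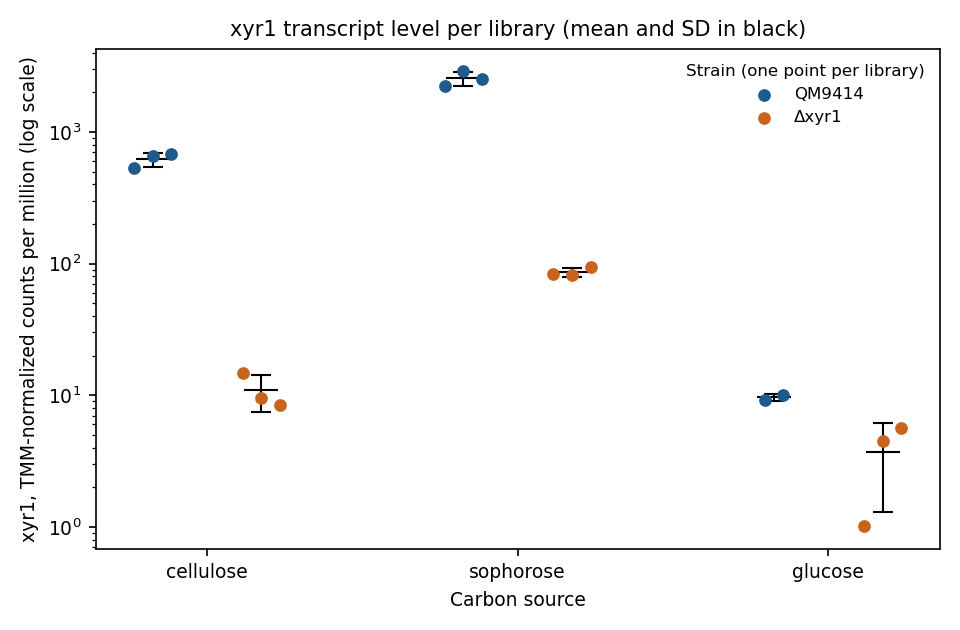
xyr1 level in TMM-normalized CPM (vertical log axis) for each library by carbon source (horizontal axis), with QM9414 in blue, Δxyr1 in orange and the mean and SD of each group in black. The QM9414 mean lies at 622 in cellulose and 2559.9 in sophorose, and the Δxyr1 mean at 10.9 and 86.2.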

Regarding growth in glucose, coverage was observed in the parental strain, since the growth of *T. reesei* in readily metabolisable carbon sources does not require the presence of this transcription factor (Figure 1A).

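In the 2 QM9414 glucose libraries, 102 and 191 reads were counted on xyr1, a level of 9.61 ± 0.569 CPM (SD, n = 2). Both lay above the 3 Δxyr1 libraries in glucose (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 2 allow). The log2 fold change in glucose stayed below 0 with each library left out, between −1.89 and −0.88.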

**Figure 1:**
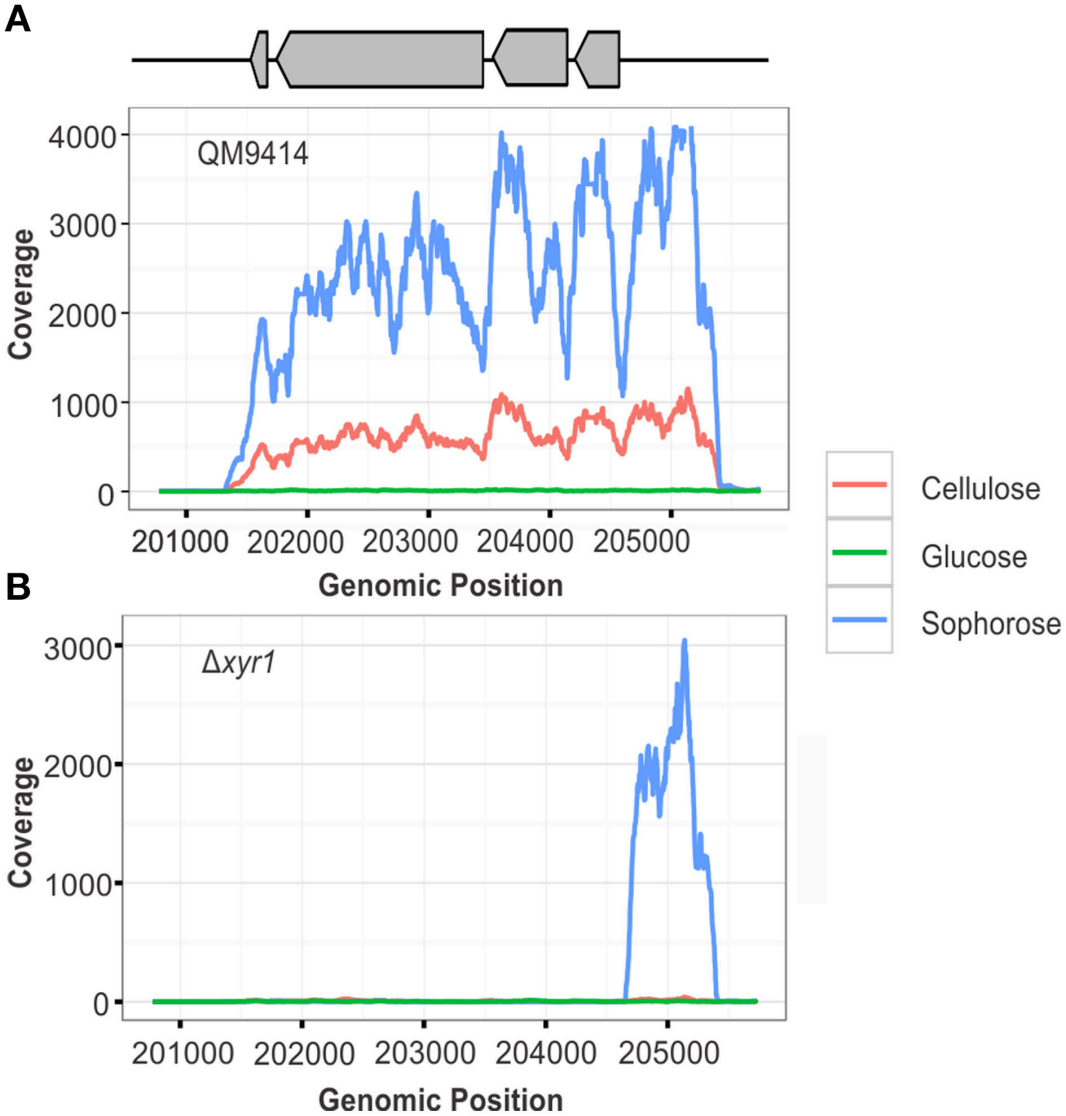
**RNA-seq coverage plots of the ***xyr1*** gene**. Number of sequence reads (x-axis) along the genomic region corresponding to the *xyr1* gene (Protein ID 122208, scaffold 11, genomic position 201774–204723).

To validate our RNA-Seq data, 20 genes modulated by XYR1 in the studied conditions were randomly chosen (Table S13). Among these genes, 6 were upregulated and 14 were downregulated in cellulose. Conversely, only one gene was upregulated in the Δ*xyr1* in sophorose. 

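In the edgeR fit, the 6 genes of Table S13 that were higher in Δxyr1 in cellulose were called changed. Of the 14 lower genes, 13 were called. The β-glucosidase gene CEL3e (ID 76227) was lower by less than the fold threshold, with a log2 fold change of −0.61 (adjusted p = 0.00125).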

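In sophorose, CEL3e was the gene called higher in Δxyr1, with a log2 fold change of 1.72 (standard error 0.127, adjusted p = 1.2e-07 from edgeR). The other 19 genes of Table S13 were lower, and 17 of them were called. The ankyrin gene (ID 123673), at −0.99 (adjusted p = 0.0111), and the β-glucosidase gene bgl2 (ID 120749), at −0.68 (adjusted p = 0.129), were not.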

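The log2 fold changes from the deposited counts were compared with the 40 qRT-PCR values of Table S13, which are the paper's. Across these 20 genes in both carbon sources, Pearson's r was 0.933 and Spearman's rho 0.954. The square of r was 0.870 (jackknife standard error 0.0374). The genes are not independent replicates, and no p was attached. Within cellulose r was 0.942 and within sophorose 0.931. All 40 values had the same sign in both methods. Actin, the reference of the paper's qRT-PCR, itself had a log2 fold change of −0.84 in cellulose and 0.75 in sophorose in the edgeR fit. The qRT-PCR values are relative to actin, and no correction for this was made here. Over the 17 values that were not below −4 in RNA-seq, r was 0.967. Below −4, the qRT-PCR value was lower than the RNA-seq value in 11 of 12 genes in cellulose and in 11 of 11 in sophorose.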

The log_2_ fold change of gene expression (Δ*xyr1*/QM9414) between the two comparisons obtained by RNA-seq and RT-qPCR demonstrated a significant Pearson correlation (*R*^2^ = 0.81), indicating the reliability of the RNA-seq analysis (Figure S7).

### Defining the transcriptional profile of XYR1 using RNA-seq

Of the 9129 genes present in the genome of *T. reesei*, 2359 were differentially expressed in the mutant Δ*xyr1* compared to QM9414 in the presence of cellulose, 2706 in sophorose, and 820 in glucose, adopting a *p* ≤ 0.05 as the threshold (Figure S6). Among these, a total of 877 were upregulated (*p* ≤ 0.05 and log_2_ fold change ≥1), with 322 in cellulose, 367 in sophorose, and 188 in glucose. 

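At an adjusted p of at most 0.05 and with no fold threshold, edgeR called 3450 genes in cellulose, 3906 in sophorose and 566 in glucose. The authors' deposited table, read as it stands, gives 2359, 2706 and 820 genes at this threshold. It also holds an adjusted p above 1 for 1144, 1336 and 100 genes. With these counted as past the threshold, a reading chosen after seeing the values, it gives 3503, 4042 and 920. With DESeq2 on the same 8506 genes, 3574, 4102 and 910 genes passed. The glucose comparison moved most with single libraries. Without Δxyr1 glucose replicate 1, 2 or 3 it gave 1665, 304 and 200 genes, without QM9414 glucose replicate 1 it gave 50, and without QM9414 glucose replicate 3 it gave 325.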

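With the fold threshold added, 705 genes were called higher in Δxyr1 in cellulose, 916 in sophorose and 160 in glucose, in sum 1781. Of all called genes, 1519 in cellulose, 1408 in sophorose and 220 in glucose had no overlap between the libraries of the strains. Among these, the largest increases were in the unknown protein 105445 in cellulose (log2 fold change 6.94, standard error 0.623, adjusted p = 4.2e-07), the copper transporter gene 52315 in sophorose and the unknown protein 102996 in glucose. For protein 102996, 48 reads were counted in Δxyr1 and 2 in QM9414, a ratio of 17.2 with a 95% counting interval from 4.51 to 146, and the call was lost without Δxyr1 glucose replicate 2 or 3 or either QM9414 glucose library. The glucose/ribitol dehydrogenase gene 64937 was the next in glucose (log2 fold change 3.69, adjusted p = 0.0091), and its call was lost without QM9414 glucose replicate 1.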

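Lower in Δxyr1 at both thresholds were 879 genes in cellulose, 550 in sophorose and 61 in glucose, in sum 1490. The 3 comparisons thus gave 1584, 1466 and 221 changed genes. Without the fold threshold they were 3450, 3906 and 566, and in a fit of the glucose groups alone edgeR called 0 of 8021 genes. In that fit 1213 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0783, while the fit over all groups had 1981 genes at an unadjusted p under 0.05 and DESeq2 called 306. Leaving out Δxyr1 glucose replicate 1, 2 or 3 gave 451, 148 and 95 changed genes in glucose, and leaving out QM9414 glucose replicate 1 or 3 gave 44 and 191. In cellulose and sophorose the counts without 1 library lay between 1447 and 1613 and between 1230 and 1693. Upper-quartile factors moved the median log2 fold change of all genes in cellulose by 0.11, and the share of higher genes among the changed genes rose from 44.5% to 52.1%.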

Of the 796 genes that were downregulated (*p* ≤ 0.05 and log2 fold change ≤ −1), 492 were identified in cellulose, 255 in sophorose, and 49 in glucose (Figure S6). From these data, a regulatory network was built to identify genes that are specific of a determined growth condition (Figure 2). In this network, 626 genes were exclusively expressed during growth in cellulose, 420 exclusively in sophorose, and 136 exclusively in glucose, while only 17 genes were commonly expressed between the three conditions examined.

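Of the 2662 genes changed in any carbon source, 1050 were called in cellulose alone, 940 in sophorose alone and 89 in glucose alone, and 26 were called in all 3. Among the 26 genes, 6 changed in the same direction in all carbon sources. A further 451 genes were called in cellulose and sophorose alone, and 250 of them changed in the same direction in both. A gene called in 1 carbon source can fall just short of the thresholds in another, so the difference between the strain effects was tested. Between cellulose and sophorose it passed an adjusted p of 0.05 (edgeR interaction term, no fold threshold) in 843 of the 1050 genes and in 717 of the 940 genes. These genes were chosen by their calls on the same libraries, which favours a pass, so the shares are not independent evidence. The difference from glucose was not counted for them. With DESeq2 the numbers were 1038 in cellulose alone, 898 in sophorose alone, 118 in glucose alone and 48 in all 3.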

**Figure 2:**
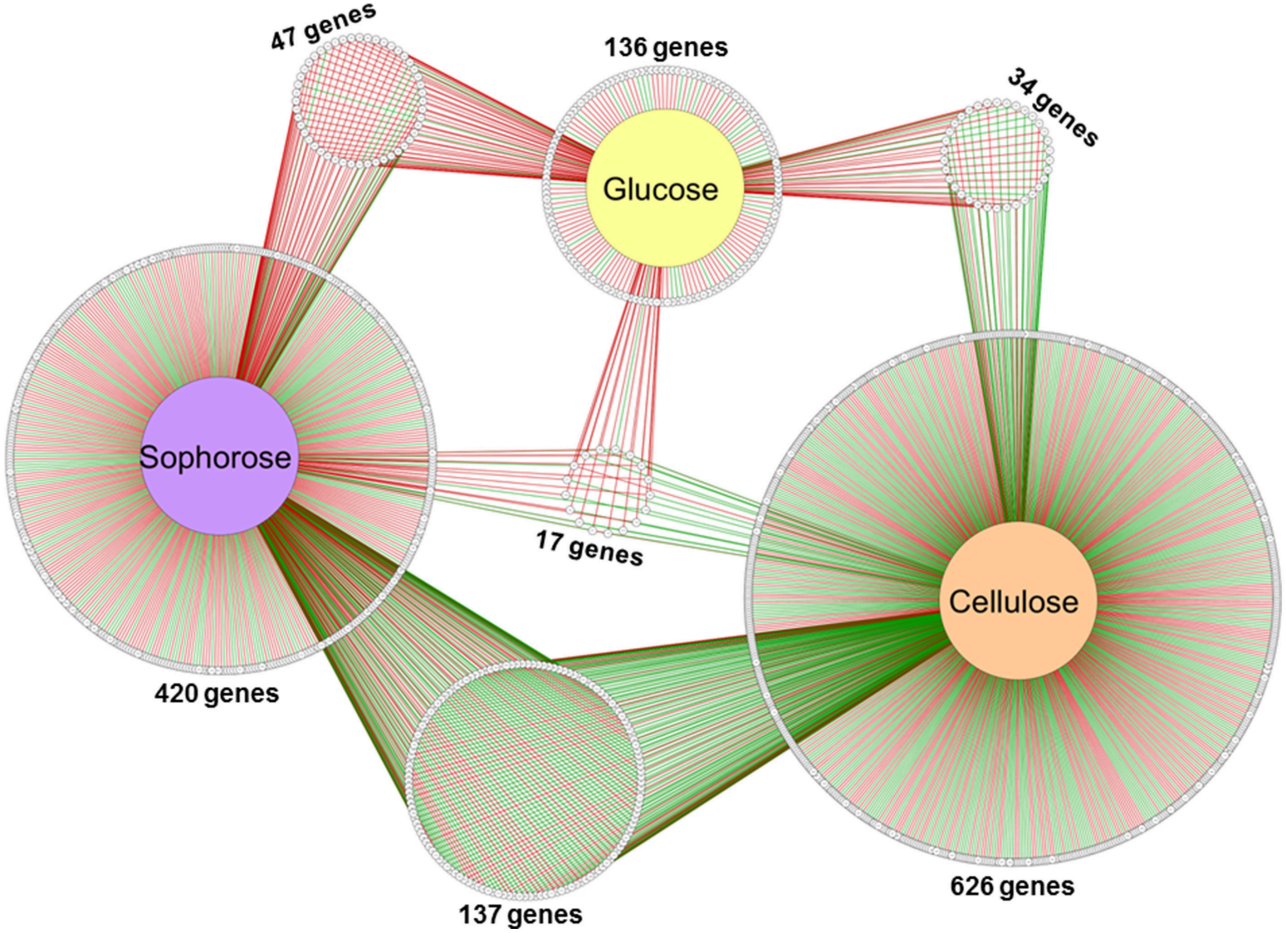
**Gene Regulatory Network (GRN) of 1184 differentially expressed genes in Δ***xyr1***/QM9414 in response to different carbon sources (cellulose, sophorose, and glucose)**. Genes are represented as nodes (shown as circles), and interactions are represented as edges (red lines: up-regulated interactions; and green lines: down-regulated interactions), connecting the nodes: 1674 interactions.

The functional categorization of the genes up- and downregulated in the mutant Δ*xyr1* compared to QM9414 was performed using the terms of Gene Ontology (GO) (Figure 3). The enrichment analysis showed that, in presence of cellulose, most of the upregulated genes are related to functions such as catalytic activity and carbohydrate metabolism. Among the downregulated genes in the same condition, the highlighted have catalytic activity function and are integral to the membrane. In presence of sophorose, the categories with the highest number of genes upregulated are translational, ribosomal, and those with monooxygenase activity, while downregulated genes are mainly related to transport and the membrane. The integral membrane and molecular function categories comprise the largest number of genes upregulated in glucose, while the categories of oxidoreductase activity and 5-exo-hydroxycamphor dehydrogenase activity were the only ones downregulated in this last condition (Figure 3).

**Figure 3:**
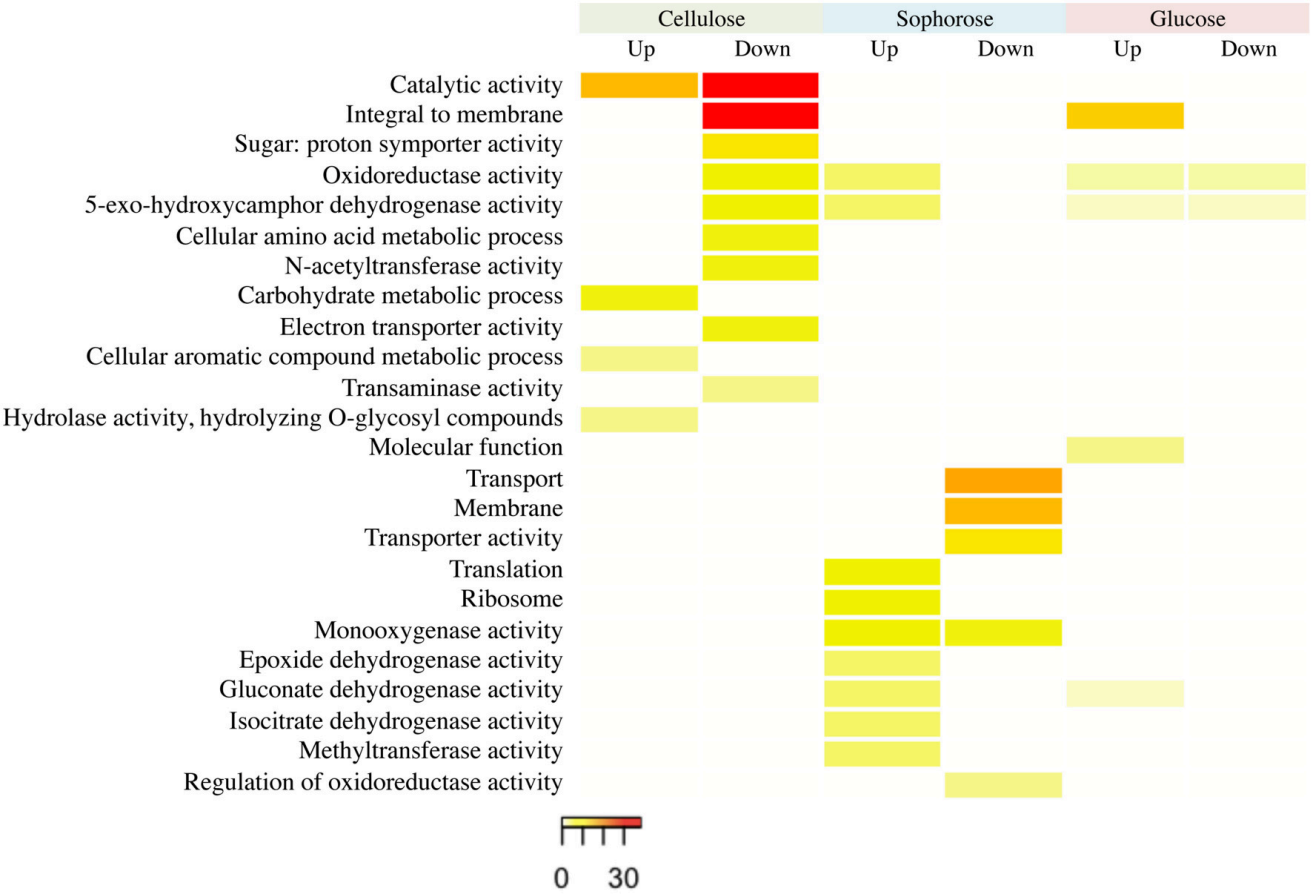
**GO enrichment analysis of up- and down-regulated genes of the Δ***xyr1*** strain compared to parental strain QM9414 grown in cellulose, sophorose, and glucose as sole carbon sources**. The enriched GO terms according to molecular function, cellular component, and biological process in *T. reesei*. Significantly enriched categories (*P* ≤ 0.05) are shown.

### Major genes induced by XYR1 in cellulose, sophorose, and glucose

After an overview of the Δ*xyr1* transcriptome, we selected the top 15 genes that showed an induced expression by XYR1 transcription factor during growth in the different carbon sources analyzed (Table S4). 

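The 15 genes that Table S4 lists for cellulose and the 15 for sophorose were all called lower in Δxyr1, and of the 15 for glucose 11 were. Counted with the p adjusted over the list alone, 15 of 15 passed in each carbon source. The study chose these genes on the same samples, so the count adjusted over the list alone is not independent evidence. Each of the 30 genes listed for cellulose or sophorose was also called in another carbon source, in the same direction.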

In the inducing conditions with cellulose and sophorose, the majority of genes induced by the transcription factor XYR1 are related to proteins which act in the metabolism of carbohydrates, such as glycosyl hydrolases, carbohydrate esterases, and Carbohydrate Binding Modules (CBM).

In cellulose, the most induced gene by XYR1 is an α-xylosidase/α-glucosidase classified as family GH31 (ID 69944), which was at least 1260 times (log2 fold change = −10.3) less expressed in the mutant Δ*xyr1* when compared to the parental QM9414. Additionally, the xylanase enzyme (ID 120229) and the polysaccharide monooxygenase CEL61b (ID 120961), showed a 749- and 564-fold decrease in gene expression in Δ*xyr1*relative to QM9414 (log2 fold change = −9.55 and −9.14, respectively).

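For the GH31 gene 69944, 0 reads were counted in the 3 Δxyr1 libraries in cellulose and 3099 in the 3 QM9414 libraries, where its level was 62.3 ± 8.94 CPM (SD, n = 3). With a floor of 3 counts over the Δxyr1 group, it was at least 732-fold lower in Δxyr1. In sophorose its log2 fold change was −6.66 (standard error 0.375, adjusted p = 6.3e-07 from edgeR). In glucose 0 reads were counted on it in either strain.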

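The log2 fold change of xyn3 (ID 120229) was −10.28 (standard error 0.588, adjusted p = 3.6e-09 from edgeR), from 576 ± 69.7 CPM in QM9414 to 0.475 ± 0.282 in Δxyr1 (SD, n = 3 each). For cel61b (ID 120961) it was −10.34 (standard error 0.982, adjusted p = 7.3e-07), from 3281 ± 212 CPM to 2.63 ± 1.94. With each library left out, the values stayed between −10.57 and −9.86 for xyn3 and between −11.07 and −10.03 for cel61b. In sophorose cel61b changed by a log2 fold change of −7.50 (adjusted p = 1.5e-05).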

Similarly, another gene from the glycosyl hydrolases family, a β-xylosidase BXL1 (ID 121127), is the most XYR1 induced gene during cultivation in sophorose, achieving an expression level more than 209 times lower in the mutant Δ*xyr1* compared to QM9414 (log2 fold change = −7.71). 

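In sophorose the log2 fold change of bxl1 was −7.87 (standard error 0.481, adjusted p = 1.5e-08 from edgeR), from 472 ± 39.1 CPM in QM9414 to 1.99 ± 0.834 in Δxyr1 (SD, n = 3 each). It stood at rank 6 of the 8506 genes tested, counted from the lowest. The lowest were cbh1 at −8.87 (adjusted p = 2.8e-04), cbh2 at −8.85 (adjusted p = 2.5e-04) and the GH12 gene cel12a at −8.25 (adjusted p = 1.1e-06). In cellulose bxl1 changed by a log2 fold change of −8.38.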

Right after, are the carbohydrate esterase from the family 16 (ID 121418) and the α-Glucuronidase GLR1 (ID 72526), which were about 208 and 197 times less expressed in the mutant strain (log2 fold change = −7.70 and −7.62, respectively).

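The CE16 gene 121418 had a log2 fold change of −7.90 in sophorose (standard error 0.445, adjusted p = 8.0e-09 from edgeR), and glr1 one of −7.74 (standard error 0.457, adjusted p = 1.1e-08). They stood at ranks 5 and 9 among all genes tested, counted from the lowest. Both were also lower in cellulose, by log2 fold changes of −8.53 and −7.89, and the strain effect did not differ between the carbon sources (interaction adjusted p = 0.634 and 0.883).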

Still with regards to the inducing conditions, two transport-related genes were shown to be highly induced by XYR1 in cellulose and sophorose. They are the major facilitator superfamily (MFS) permeases ID 69957 (log2 fold change = −8.50) and ID 50894 (log2 fold change = −5.93), respectively, indicating that sugar transport can also be controlled by the transcription factor XYR1. 

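The permease gene 69957 had a log2 fold change of −8.73 in cellulose (standard error 0.459, adjusted p = 1.8e-09 from edgeR), from 76.6 ± 15.1 CPM in QM9414 to 0.208 ± 0.231 in Δxyr1 (SD, n = 3 each). The permease gene 50894 had one of −5.95 in sophorose (standard error 0.266, adjusted p = 8.4e-10), from 257 ± 11.9 to 4.14 ± 1.29 CPM, and one of −5.01 in cellulose (adjusted p = 1.3e-09). From these changes the paper proposes that XYR1 can also control sugar transport.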

The repressing condition glucose showed a heterogeneous population of genes induced by XYR1. The most repressed gene in the mutant Δ*xyr1* compared to QM9414 is the α-1,2-mannosidase from family GH92 (ID 60635), followed by an amidase (ID 109378) and a protein with unknown function (ID 108096), whose log2 fold changes are −2.89, −2.27, and −2.14, respectively.

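These genes had few reads in glucose. For the α-1,2-mannosidase gene 60635, 16 reads were counted in QM9414 and 1 in Δxyr1, a ratio of 22.3 with a 95% counting interval from 3.47 to 937. Its log2 fold change of −3.97 (standard error 1.25) did not pass the threshold in edgeR (adjusted p = 0.0686) and passed it in DESeq2 (adjusted p = 0.0195). It was called without QM9414 glucose replicate 1, and without QM9414 glucose replicate 3 it reversed to 1.90. For the amidase gene 109378, 15 reads in QM9414 and 3 in Δxyr1 give a ratio of 6.98 with an interval from 1.97 to 37.6 (adjusted p = 0.0883 in edgeR and 0.0449 in DESeq2), and it was called without Δxyr1 glucose replicate 2. The gene 108096 was called at a log2 fold change of −2.37 (standard error 0.519, adjusted p = 0.0169), and the call was lost without Δxyr1 glucose replicate 3, QM9414 glucose replicate 1 or QM9414 glucose replicate 3. Among called genes, the cytochrome P450 gene 70842 was the lowest, with 15 reads in QM9414 and 3 in Δxyr1, and its call was lost without Δxyr1 glucose replicate 1 or 3 or either QM9414 glucose library.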

### Role of XYR1 for the nutritional adaption of *T. reesei* to alternative carbon sources

To access the role of XYR1 on CAZymes, the mean FPKM (fragments per kilobase of exon per million fragments mapped) for all the genes within a single GH family were calculated. The total of all the FPKM means for each GH family in the inducing carbon sources cellulose and sophorose, and in the repressive source glucose were utilized to demonstrate the global transcriptional gene response (Figure 4). As expected, during growth in the presence of glucose the entire transcription of GH encoding genes was low, whereas growth in the presence of cellulose or sophorose resulted in a dramatic induction of a wide array of GH families, reflecting the transcriptional induction of the CAZymes. 

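The CAZyme genes of Table S5 fall into 121 families, and 194 of them are GH genes. Gene lengths were not used here, so CPM were summed in place of FPKM. In QM9414 the GH genes together had 30808 ± 959 CPM in cellulose (SD, n = 3), 33686 ± 1103 in sophorose (SD, n = 3) and 14412.5 ± 1852 in glucose (SD, n = 2). The GH sum was thus 2.14-fold higher in cellulose and 2.34-fold higher in sophorose than in glucose (exact two-sided permutation test, p = 0.1 in each, the smallest p that 3 libraries against 2 allow). All these CAZymes together had 59568 ± 695 CPM in cellulose, 60991 ± 1542 in sophorose and 38584 ± 4393 in glucose. In Δxyr1 these sums were 37119 ± 2312 in cellulose, 54515 ± 11864 in sophorose and 49869 ± 4627 in glucose (SD, n = 3 each). The strains did not overlap in cellulose, and they did overlap in sophorose (exact two-sided permutation test, p = 0.4), where the log2 ratio of −0.16 lay between −0.37 without Δxyr1 sophorose replicate 3 and −0.071 without replicate 2. The GH sum alone was 24135 ± 3468 CPM in Δxyr1 in sophorose (SD, n = 3), a log2 ratio of −0.48 to QM9414 with no overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). CPM without TMM factors changed the log2 ratio of Δxyr1 to QM9414 in sophorose from −0.16 to −0.63 and in cellulose from −0.68 to −0.49. Table S5 lists neither cbh1 nor egl2, and adding both, an alternative chosen after seeing the tables, gives log2 ratios of −1.00 in cellulose and −0.47 in sophorose, with no overlap in either, and for the GH sum −1.47 and −0.99. With both, the GH sum in QM9414 was 3.14-fold higher in cellulose and 3.33-fold higher in sophorose than in glucose. As a set, the 189 GH genes tested were higher in cellulose than in glucose in QM9414 (median log2 fold change 1.41, camera adjusted p = 3.5e-09), and so they were in sophorose (median 1.22, camera adjusted p = 3.5e-09). The calls of camera in QM9414 and between the strains hold under fry and with the correlation between genes estimated.

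**Figure D2:**
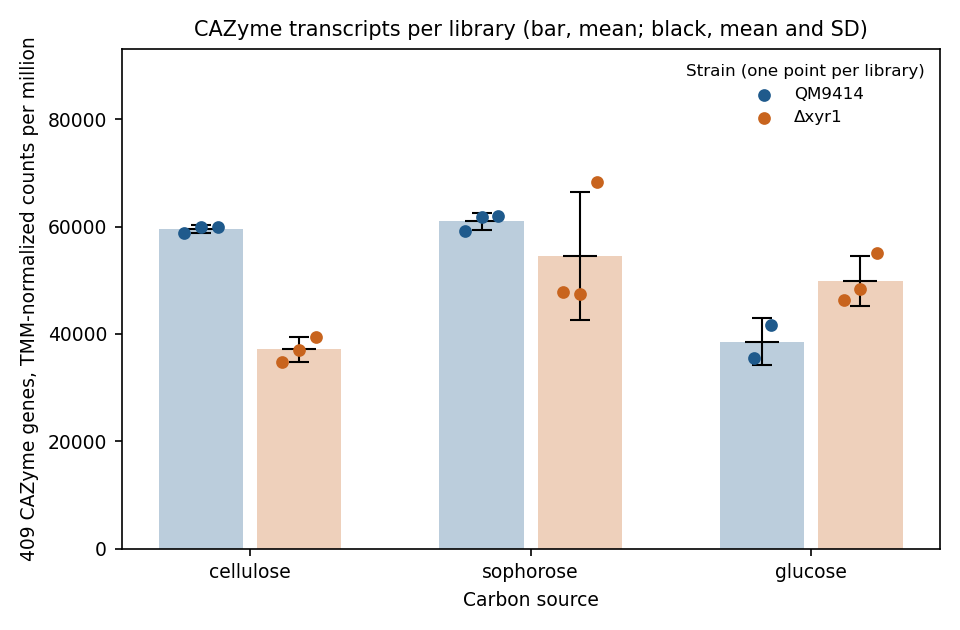
Sum of TMM-normalized CPM over the CAZyme genes of Table S5 (vertical axis) by carbon source (horizontal axis), with bars for the mean, points for the libraries and black bars for the mean and SD, QM9414 in blue and Δxyr1 in orange. In cellulose the Δxyr1 libraries lie below the QM9414 libraries, and in sophorose Δxyr1 replicate 3 lies at 68211, above the other libraries.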

In the QM9414 parental strain in the presence of cellulose, the expression of the members of GH families 61(AA9), 12, and 1 were overexpressed (Figure 4B). 

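In QM9414 in cellulose, the mean level per gene was 845 ± 57.0 CPM in family AA9, 539 ± 27.5 in GH12 and 722 ± 64.1 in GH1 (SD, n = 3 each). These families ranked 6, 12 and 8 of 121. The highest of these families of Table S5, which lacks cbh1 (GH7) and egl2 (GH5), was GH6 with 5973 ± 461 CPM. In Δxyr1 the same families had 39.0 ± 5.02, 53.7 ± 1.72 and 13.1 ± 2.41 CPM, log2 ratios of −4.44, −3.33 and −5.79, and no library of one strain overlapped one of the other.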

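Family GH76 had 343 ± 54.3 CPM per gene in Δxyr1 in cellulose and 124 ± 6.42 in QM9414 (SD, n = 3 each), a log2 ratio of 1.46. Family GH64 had 212 ± 112 CPM in Δxyr1 and 17.5 ± 1.91 in QM9414. Family GH3 was lower in Δxyr1, with 148 ± 6.94 against 237 ± 16.4 CPM and a log2 ratio of −0.68. Family AA3 had 141 ± 26.8 CPM in Δxyr1 and 87.2 ± 6.02 in QM9414, a log2 ratio of 0.69 for the mean over its 11 genes. For GH76 the size of the ratio depends on 1 gene, since the median over its 8 genes gave 0.46 and the mean without its highest gene 0.075. For AA3 the direction depends on 1 gene, since the median over its genes gave −0.29 and the mean without its highest gene −0.26. In Δxyr1 these families ranked 9, 14, 24 and 25 of 121.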

On the contrary, in the Δ*xyr1* mutant strain we observed the induction of the expression of the members of GH families 76, 64, and 3, as well as the members of the auxiliary activity enzymes of the family AA3. Similarly, in presence of sophorose in both QM9414 and Δ*xyr1* strains, the high expression of cellobiohydrolase members from the GH3 and carbohydrate esterases CE 1 was observed. Furthermore, in the parental strain we demonstrated the induction of expression of members of the AA7 family, GH 6, and GH 1 families.

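Family GH3 had 435 ± 39.8 CPM per gene in QM9414 in sophorose and 348 ± 96.2 in Δxyr1 (SD, n = 3 each), ranks 13 and 11 of 121. Family CE1 had 40.8 ± 1.03 in QM9414 and 44.5 ± 4.62 in Δxyr1, ranks 70 and 60. In both families the libraries of the strains overlapped (exact two-sided permutation test, p = 0.3 for GH3 and 0.4 for CE1).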

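In sophorose family GH6, which holds the cbh2 gene, had 5383 ± 629.8 CPM in QM9414 and 11.6 ± 10.3 in Δxyr1 (SD, n = 3 each), a log2 ratio of −8.86, and it stood at rank 1 of the 121 families in QM9414 as Table S5 lists them, without cbh1 (GH7). Family GH1 stood at rank 3 with 2102 ± 271 CPM in QM9414 and 1487 ± 139 in Δxyr1, a log2 ratio of −0.50. Without its highest gene the GH1 ratio reversed to 0.05. Family AA7 ranked 89 of 121 in QM9414, with 17.2 ± 0.799 CPM against 8.86 ± 0.165 in Δxyr1, a log2 ratio of −0.96 for the mean over genes and 0.36 for the median.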

**Figure 4:**
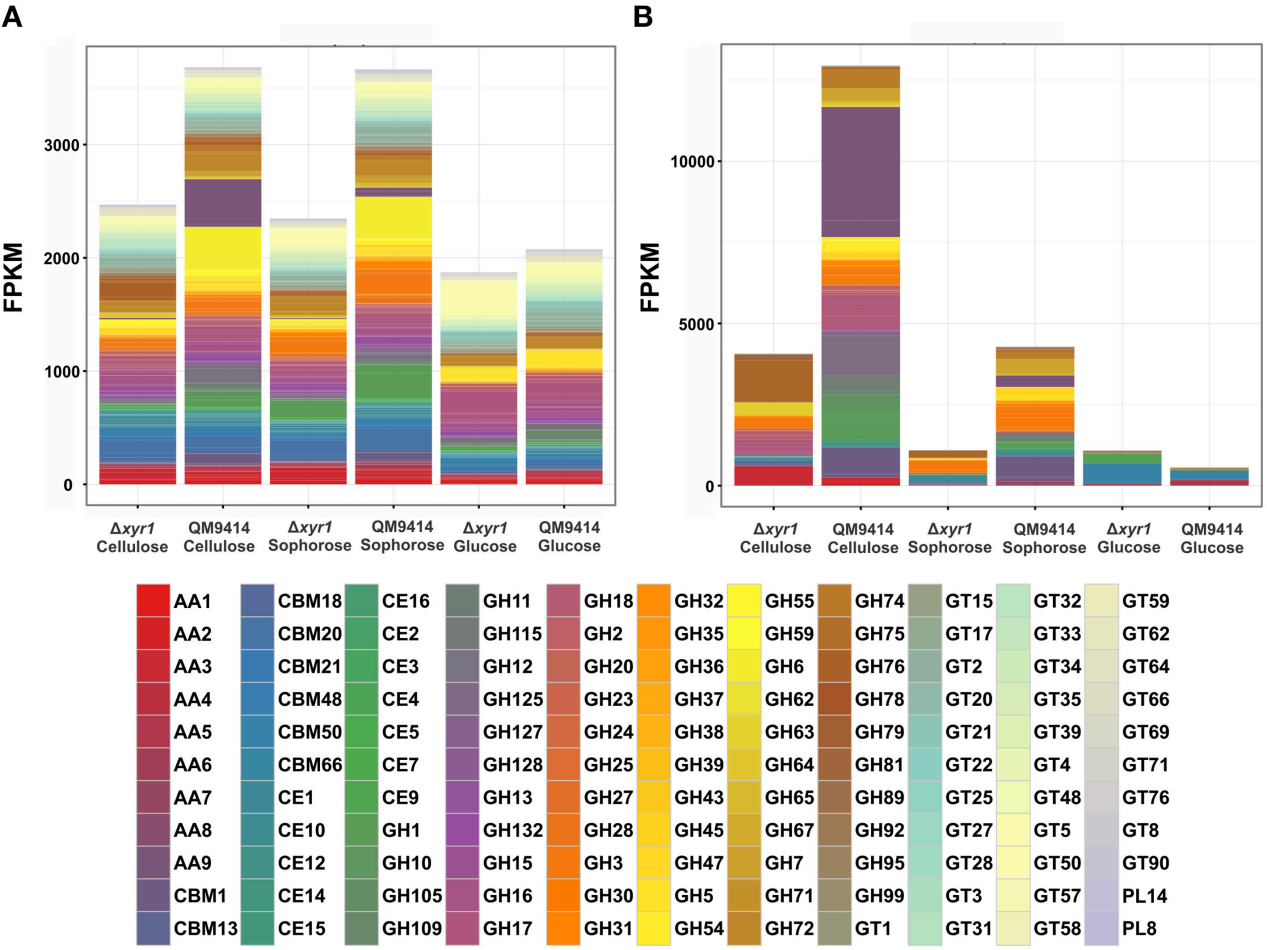
**Gene expression profiles of Carbohydrate Active enZymes (CAZy) of the Δ***xyr1*** strain compared to parental strain QM9414**. Fragments per kilobase of exon per million fragments mapped (FPKM) for each enzyme class cultured in presence of glucose, cellulose, and sophorose. **(A)** All CAZymes identified in this study; **(B)** Only the differentially expressed CAZymes of each carbon source were used in this analysis. AA, Auxiliary Activities—redox enzymes that act in conjunction with CAZymes; CBM, Carbohydrate-Binding Modules—adhesion to carbohydrates; CE, Carbohydrate Esterases—hydrolysis of carbohydrate esters; GH, Glycoside Hydrolases—hydrolysis and/or rearrangement of glycosidic bonds; GT, GlycosylTransferases—formation of glycosidic bonds; PL, Polysaccharide Lyases—non-hydrolytic cleavage of glycosidic bonds.

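In glucose the sum over all CAZymes was higher in Δxyr1, with a log2 ratio of 0.37 (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 2 allow), and the GH sum had a log2 ratio of 0.27 (p = 0.2, same test). Without TMM factors the ratio over all CAZymes reversed to −0.21. As a set, CAZyme genes and GH genes did not differ between the strains (camera adjusted p = 0.753 for each), and for GH genes the median log2 fold change of −0.000999 and the mean of 0.0108 differ in sign. Family CBM50 had 501 ± 169 CPM per gene in Δxyr1 (SD, n = 3) and 227 ± 110.4 in QM9414 (SD, n = 2). Its log2 ratio of 1.14 was 0.72 without QM9414 glucose replicate 1 and 1.80 without QM9414 glucose replicate 3. Family CBM13 had 29.8 ± 13.5 and 10.6 ± 3.12, and its direction reversed with the median over genes (log2 ratio −1.51) and without its highest gene (−1.75). The single AA5 gene had 278 ± 96.2 in Δxyr1 and 612 ± 152 in QM9414, where it stood at rank 5.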

In the presence of a repressive carbon source, the overall transcriptional response was slightly higher in the Δ*xyr1* mutant strain and the expression of the members of the CBM50 (Carbohydrate Binding Modules), CBM 13, and AA5 families were prevalent (Figures 4A,B).

We were also interested to know if the regulation of CAZymes by XYR1 is direct or indirect. A deeper analysis of Table S9 shows the CAZy genes that are directly regulated by XYR1. 

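The AA9 gene cel61a had 612 ± 65.2 CPM in QM9414 in cellulose and 1.62 ± 0.990 in Δxyr1 (SD, n = 3 each). The AA7 gene 66726 had a log2 fold change of 1.91 in sophorose (standard error 0.647, adjusted p = 0.0251 from edgeR) and one of −2.25 in cellulose, and the difference between these effects passed the threshold (−4.16, adjusted p = 4.0e-04). Binding sites of XYR1 were not analysed here.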

Interestingly, two members of redox enzyme families AA9 and AA7 were shown to be directly downregulated and upregulated in the Δ*xyr1* mutant strain in the presence of cellulose and sophorose, respectively. Likewise, in the presence of cellulose, a decreased expression of members of GH 17, 27, 3, 31, 67, and 64 was observed in Δ*xyr1*. Similarly, in sophorose, a decrease in the expression of GH 27, 3, 67, and PL8 polysaccharide lyase family members was also seen for the mutant strain. These results indicate that the expression profiles of GH members in the Δ*xyr1* are closely similar when grown in the presence of cellulose and sophorose. This resemblance is probably due to the sophorose released by cellulose depolymerization during deconstruction of lignocellulosic material. 

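Of the 8 genes that Table S9 lists for cellulose, 7 were called lower and 1 higher in Δxyr1, and 8 passed with the p adjusted over the list alone. The lowered genes include the GH17 gene 66792 (log2 fold change −1.65, adjusted p = 3.8e-07 from edgeR), the GH27 gene 55999 (−4.24, adjusted p = 3.1e-08) and the GH31 gene 82235 (−2.34, adjusted p = 7.9e-07). The GH64 gene 124175 was higher in Δxyr1 (log2 fold change 3.60, standard error 0.339, adjusted p = 6.7e-07).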

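Of the 7 genes that Table S9 lists for sophorose, 5 were called lower and 1 higher, and 6 passed with the p adjusted over the list alone. The GH27 gene 55999 had a log2 fold change of −3.76 in sophorose (adjusted p = 2.4e-08 from edgeR), and the GH3 gene CEL3c (ID 82227) one of −1.41 (adjusted p = 1.6e-06). The PL8 gene 111245, at −0.99 (standard error 0.248, adjusted p = 0.0046), fell short of the fold threshold. The single glucose gene of Table S9, the GT1 gene 68821, was not called (log2 fold change 1.23, adjusted p = 0.116).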

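Across the 189 GH genes tested, the log2 fold changes of Δxyr1 against QM9414 in cellulose and in sophorose, which share no library, had a Pearson's r of 0.765 and a Spearman's rho of 0.424. Genes are not independent replicates, and no p was attached. In cellulose 82 GH genes were called changed and in sophorose 60, and 44 were called in both. The strain effect itself differed between the carbon sources in 71 of the GH genes (37.6%) at the thresholds of the interaction term. From the GH genes lowered in both carbon sources, the paper concludes that their profiles are closely similar, and it proposes sophorose released from cellulose as the reason.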

In Tables S6–S8 we observed the genes that are exclusively regulated in the presence cellulose, sophorose, and glucose, respectively. Among these, 16 genes were upregulated in presence of cellulose, 8 in sophorose, and 5 in glucose in the Δ*xyr1*. On the other hand, a higher downregulation of the CAZy genes was seen in the presence of cellulose (36 genes), and sophorose (16 genes). 

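Of the genes of Tables S6 to S8, the edgeR fit called 16 higher in Δxyr1 in cellulose, 8 in sophorose and 3 in glucose. In glucose it was 4 with DESeq2 and 5 without Δxyr1 glucose replicate 1, and it was 1 without Δxyr1 glucose replicate 2 or QM9414 glucose replicate 3 and 0 without Δxyr1 glucose replicate 3 or QM9414 glucose replicate 1. Of the listed genes, 14 of 52 for cellulose, 10 of 24 for sophorose and 3 of 8 for glucose were also called in another carbon source, 8, 8 and 2 of them in the same direction.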

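Called lower in Δxyr1 were 32 of these genes in cellulose, 12 in sophorose and 1 in glucose. In all, 48 of 52, 20 of 24 and 4 of 8 listed genes were called, and 52, 20 and 8 with the p adjusted over the list alone. The study chose the lists on the same samples, so the second count is not independent evidence.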

Additional information about all CAZys identified in this study is described in the Table S5. 

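The difference between the strain effects in cellulose and in sophorose was tested for every gene with an interaction term in the edgeR fit. It passed both thresholds in 2433 genes, 1001 with the higher effect in cellulose and 1432 with the higher effect in sophorose. Between cellulose and glucose it passed in 1628 genes, and between sophorose and glucose in 1024, of which 42.7% passed without scaling factors, a fit chosen after seeing the values. It passed in 33.25% of the 400 CAZyme genes of Table S5 tested and in 28.4% of the 8106 other genes. In DESeq2, 2465 genes passed, and 97.0% of the edgeR calls were among them. The strains in cellulose also differ in culture time, and the interaction term includes that difference. The paper takes its results together and concludes that XYR1 controls specific genes according to the carbon source. It describes the cellulase profiles in cellulose and sophorose as seemingly similar.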

Taken together the results showed that although the profile of cellulase expression seems to be similar in the presence of cellulose and sophorose, the general regulatory mechanism employed by XYR1 to control the expression of specific genes was shown to be specific to the carbon source.

To achieve nutrition, is important that the fungus has efficient nutrient transporters. In the *T. reesei* genome, approximately 5% (459 genes) of the genes encode proteins with transport function. Among these genes, 16%, or 77 genes, encoding transporter activity were shown to have their expression modulated in the Δ*xyr1* mutant strain compared to QM9414 (Table S12). 

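Of the 77 transporter genes of Table S12, edgeR called 30 higher and 38 lower in Δxyr1 in the carbon source for which each is listed. Of the 77 genes, 21 were also called in another carbon source, 15 of them in the same direction.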

The modulation of transporter expression was shown to be carbon source-dependent, with a total of 35 upregulated genes and 42 downregulated genes in the mutant strain. In presence of cellulose, 13 genes were upregulated and 29 downregulated for a total of 42 genes with changed expression profiles. 

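The edgeR fit called 13 of these genes higher and 28 lower in Δxyr1 in cellulose. With the p adjusted over the list alone, 42 of 42 passed, and since the study chose the list on these samples, this count is not independent evidence. For the sugar permease gene 67541, 39 reads were counted in QM9414 and 1 in Δxyr1, a ratio of 27.3 with a 95% counting interval from 4.62 to 1106. Among them, 12 of the 42 genes were also called in another carbon source.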

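In sophorose 15 of the 24 transporter genes listed were called higher and 7 lower in Δxyr1, and 24 passed with the p adjusted over the list alone. The sugar permease gene 65191 had a log2 fold change of −2.74 in sophorose (standard error 0.285, adjusted p = 4.4e-06 from edgeR) and one of −0.62 in cellulose, and these effects differed (2.12, adjusted p = 6.6e-04).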

When cultured in the presence of sophorose, the Δ*xyr1* mutant strain showed an upregulation and downregulation of the 16 and eight transporter genes, respectively. The profile of transporter gene expressions in the presence of glucose was less evident than in cellulose and sophorose. 

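Among the transporter genes listed for glucose, 2 were called higher and 3 lower in Δxyr1, and 11 of 11 passed with the p adjusted over the list alone. With DESeq2, 11 were called. Leaving out 1 library gave between 1 gene (without Δxyr1 glucose replicate 3) and 9 genes (without Δxyr1 glucose replicate 1), and the number also moved by more than 1.5 times without Δxyr1 glucose replicate 2 or QM9414 glucose replicate 1. In a fit of the glucose groups alone, edgeR called 0.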

In the repressive condition, 11 transporter genes had their expression modulated, with six and five genes upregulated and downregulated, respectively.

Five transporter families as well as the ABC transporter, sugar transporter, MFS permeases, sugar permeases, and amino acid transporters were preferentially modulated by XYR1 in the presence of cellulose, sophorose, and glucose (Figure 5). Almost half of these genes encode proteins that belong to the MFS permeases. 

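By their descriptions in the deposited table, 179 genes encode MFS transporters, and in cellulose 14 of them were called higher and 49 lower in Δxyr1. Of the 21 MFS genes in Table S12, 5 were called higher and 16 lower.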

In the presence cellulose, we observed the expression of 21 MFS genes with 16 genes being downregulated and five upregulated in the Δ*xyr1* strain. Eight genes (six upregulated and two downregulated) in sophorose and four genes (two upregulated and two downregulated) in glucose also belong to the group of MFS permeases (Table S12).

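In sophorose the edgeR fit called 6 of the listed MFS genes higher and 2 lower, and in glucose 1 higher and 2 lower. In glucose, 2 were called higher with DESeq2, with the stricter filter on low counts and without Δxyr1 glucose replicate 1. Of all 179 MFS genes, 22 were higher and 27 lower in sophorose, and 3 higher and 5 lower in glucose.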

**Figure 5:**
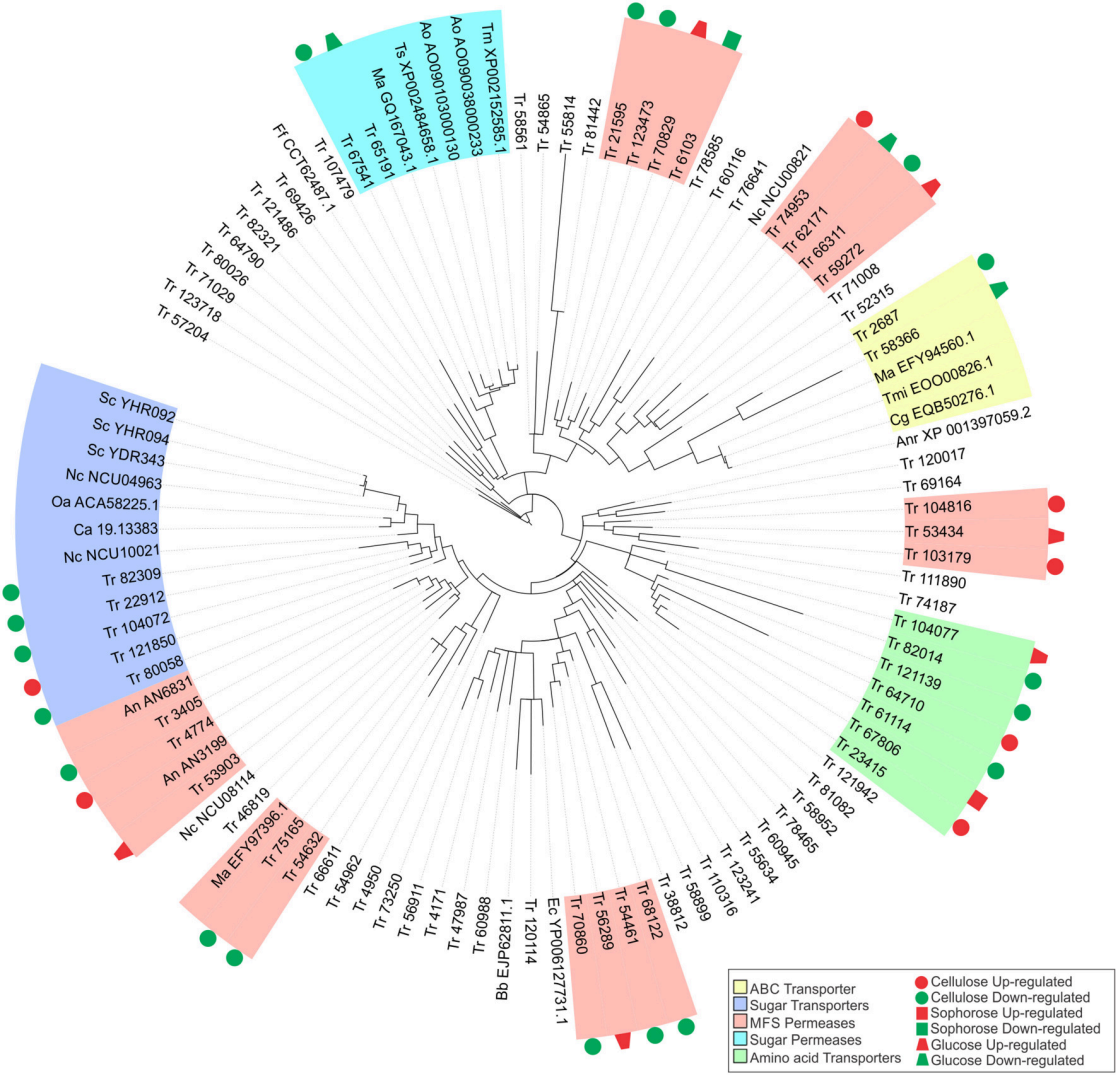
**Maximum-likelihood phylogenetic tree of transporters genes identified exclusively in the conditions studied**. The radial tree was generated using iTOL (Letunic and Bork, 2007, 2011).

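The MFS permease gene 103179 had 44.8 ± 9.57 CPM in Δxyr1 in cellulose and 1.80 ± 0.234 in QM9414 (SD, n = 3 each), a log2 fold change of 4.64 (standard error 0.289, adjusted p = 8.4e-09 from edgeR). It stayed between 4.46 and 4.73 with each library left out. In sophorose its log2 fold change was 1.25 (adjusted p = 7.5e-04), a call that was lost without Δxyr1 sophorose replicate 1, and the effects differed (3.39, adjusted p = 4.9e-06).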

The gene that was most repressed by XYR1 in the presence of cellulose encodes a MFS permease (ID 103179), which was had a 24 times (log_2_ fold change = 4.6) higher expression in the mutant Δ*xyr1* compared to the parental strain, QM9414. Conversely, in sophorose and glucose, the two genes most repressed by XYR1 were the copper transporter ctr (ID 52315) (log_2_ fold change = 7.74, 213 times) and the ZIP Zinc transporter (ID 47987) (log_2_ fold change = 1.85, 4 times), respectively. 

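The ctr gene had 2155 ± 655 CPM in Δxyr1 in sophorose and 3.36 ± 0.861 in QM9414 (SD, n = 3 each), a log2 fold change of 9.32 (standard error 1.34, adjusted p = 7.4e-05 from edgeR). In cellulose it was not called (−1.79, adjusted p = 0.153), and it was called there without QM9414 cellulose replicate 1, with the opposite sign at 1.77, and without QM9414 cellulose replicate 2. The zinc transporter gene 47987 had 391 ± 134 CPM in Δxyr1 in glucose (SD, n = 3) and 105 ± 86.0 in QM9414 (SD, n = 2). Its log2 fold change of 1.90 (standard error 0.560) did not pass in edgeR (adjusted p = 0.0536) and passed in DESeq2 (adjusted p = 0.00485). It was called at 3.20 without QM9414 glucose replicate 3, and also without Δxyr1 glucose replicate 1.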

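The urea transporter gene 56911 had 118 ± 19.3 CPM in QM9414 in cellulose and 0.465 ± 0.0991 in Δxyr1 (SD, n = 3 each), a log2 fold change of −7.91 (standard error 0.733, adjusted p = 5.7e-07 from edgeR). The AAA+-type ATPase gene 58366 had one of −5.77 in sophorose (standard error 0.441, adjusted p = 1.8e-07). The MFS multidrug transporter gene 6103 had one of −2.02 in glucose (standard error 0.326, adjusted p = 0.0037), from 16.4 ± 0.0903 CPM in QM9414 (SD, n = 2) to 4.12 ± 1.88 in Δxyr1 (SD, n = 3). With each library left out, gene 6103 stayed called, between −2.39 and −1.71.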

Three genes encoding an urea transporter (ID 56911) (log_2_ fold change = −7.35, 163 times), an AAA+-type ATPase (ID 58366) (log_2_ fold change = −5.67, 51 times), and a putative MFS multidrug transporter (ID 6103) (log_2_ fold change = −1.91, 3.8 times) were the most downregulated genes in the Δ*xyr1* mutant strain in cellulose, sophorose, and glucose compared to QM9414 parental strain. The lactose permease ID 3405 also showed a strong downregulation in the mutant strain in presence of cellulose. Furthermore, amino acid, calcium, copper, and iron are the main transporter families with modulated expression in the mutant strain in the three carbon sources. 

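Gene 3405 had 4313 ± 429 CPM in QM9414 in cellulose and 43.7 ± 24.2 in Δxyr1 (SD, n = 3 each), a log2 fold change of −6.63 (standard error 0.767, adjusted p = 6.1e-06 from edgeR). In sophorose its level was 7875 ± 1323 CPM in Δxyr1, and the log2 fold change of −1.18 did not pass (adjusted p = 0.123). The strain effects in the 2 carbon sources differed (−5.45, adjusted p = 2.2e-04).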

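The MFS permease gene 55077 was not called in cellulose (log2 fold change 0.53, adjusted p = 0.0599 from edgeR). The MFS permease gene 80058 was called at −1.04 (standard error 0.344, adjusted p = 0.0247), and the call was lost without Δxyr1 cellulose replicate 2, at −0.69, and without QM9414 cellulose replicate 1 or 3. The amino acid transporter gene 123718 was called at −2.79 (standard error 0.935, adjusted p = 0.0265), and the call was lost without any 1 of the Δxyr1 cellulose libraries and without QM9414 cellulose replicate 3.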

Among the transporters, only the MFS permeases ID 55077 and ID 80058, and the amino acid transporter ID 123718 were directly regulated by XYR1. These transporters were only modulated in the presence of cellulose.

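In sophorose the log2 fold changes were −0.59 for gene 55077 (adjusted p = 0.0339), 0.41 for gene 80058 (adjusted p = 0.356) and −1.32 for gene 123718 (adjusted p = 0.271), and none was called. The strain effect differed between cellulose and sophorose for gene 55077 (interaction 1.12, adjusted p = 0.0074) and gene 80058 (−1.45, adjusted p = 0.0255), and not for gene 123718 (−1.47, adjusted p = 0.400). For gene 80058 the interaction call was lost without Δxyr1 sophorose replicate 3 or QM9414 sophorose replicate 1 or 2.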

In order to better understand the function of each target transporter of XYR1-mediated modulation in the presence of cellulose, sophorose, and glucose, we performed a phylogenetic analysis using the amino acid sequences of the transporters upregulated and downregulated in Δ*xyr1* compared to QM9414 (Figure 5). The transport-related proteins of different species were also included in the analysis (See Materials and Methods Section). A secreted lipase (ID 57204) of *T. reesei* was used as an outgroup. Our results showed that the two largest clusters were formed by sugar transporters and MFS permeases. In the same way, three other groups including sugar permeases, ABC transporters, and amino acid transporters were also obtained (Figure 5). The group related to the ABC transporters is comprises of two *T. reesei* ABC transporters and three from *Colletotrichum gloeosporioides, Togninia minima*, and *M. anisopliae*. These two *T. reesei* ABC transporters were downregulated in the presence cellulose and glucose in the mutant strain. 

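The ABC transporter gene 55814 had a log2 fold change of −1.62 in cellulose (standard error 0.148, adjusted p = 4.9e-07 from edgeR), and the gene 120114 had one of −1.03 in glucose (standard error 0.206, adjusted p = 0.0114).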

The cluster of amino acid transporters includes seven proteins of *T. reesei* with two proteins being upregulated on cellulose and one protein being upregulated in both sophorose and glucose in Δ*xyr1*. Moreover, in this cluster we still have three downregulated proteins in the presence of cellulose.

Five MFS permeases and five sugar transporters from *T. reesei* are similar to 10 sugar transporters from other species, suggesting that these *T. reesei* transporters are involved in the uptake of sugars into the cell. Another cluster was formed by two *T. reesei* sugar permeases (ID 65191 and ID 67541), one of which has previously been described as a MFS maltose permease, and these are similar to another five sugar permeases belonging to *Talaromyces stipitatus, Aspergillus oryzae*, and *Metarhizium anisopliae*. This *T. reesei* transporter and other maltose and sugar transporters from *Aspergillus oryzae, Talaromyces marneffei, Metarhizium anisopliae*, and *Talaromyces stipitatus*, are possibly involved in the transport of disaccharides, such as cellobiose or sophorose, which are produced as a result of the degradation of the cellulose polymer by the cellulolytic complex.

### Global regulation by the Zn2Cys6 transcription regulator XYR1 in *T. reesei* cellulase expression

To better understand the general mechanism of cellulase gene expression in *T. reesei*, we constructed a global scheme to clarify the exercised control profile by transcription factor XYR1. In the Figure 6, we demonstrated the processes that are expected to be involved in the regulation of lignocellulosic enzymes in *T. reesei*. This fungus has three distinct classes of enzymes, endoglucanases, cellobiohydrolases, and β-glucosidases that synergistically breaks down the cellulose polymer. Endoglucanases (EGs) act by cleaving internal β-glycosidic bonds in the cellulose chain, thereby making chain ends accessible to cellobiohydrolase. The end product, cellobiose, is further broken down to units by β-glucosidase, releasing glucose, the main carbon source that is readily metabolisable by *T. reesei*. Our results demonstrated that different glycosyl hydrolases had their expression modulated in the presence of cellulose, sophorose, or glucose by XYR1. Sixteen CAZyme genes were shown to be directly regulated by XYR1 (Table S9). 

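As a set, the 189 GH genes tested were lower in Δxyr1 in cellulose (median log2 fold change −0.55, 67.7% of genes lower, camera adjusted p = 2.7e-06) and in sophorose (median −0.28, 64.0% lower, camera adjusted p = 4.4e-05). Over the 400 CAZyme genes tested the medians were −0.34 (adjusted p = 5.7e-04) and −0.16 (adjusted p = 0.0032). Of 64 GH genes called lower in cellulose and 48 in sophorose, 35 were called lower in both. Among the 400 CAZymes, 46 were called lower in both and 5 higher in both.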

We demonstrated that the Δ*xyr1* mutant strain has a similar downregulated gene profile in the presence of cellulose and sophorose. In these conditions, genes encoding GH 31, GH 61, GH 5, GH 3, CE 15, CE 16, and CBM1 were the most commonly downregulated genes in the mutant strain, suggesting a functional role of XYR1 in the regulation of these genes. In addition, the main CAZyme genes downregulated in cellulose belong to the GH 10, GH 5, GH 11, GH 12, and GH62 families, whereas in sophorose, the major downregulated families are GH 67, GH 109, GH 7, and GH 30.

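Called lower in both carbon sources were 1 of 5 genes tested of GH31, 3 of 5 of AA9 (formerly GH61), 2 of 6 of GH5 (Table S5 lacks egl2, which was also called lower in both), 6 of 13 of GH3, 1 of 1 of CE15, 1 of 2 of CE16 and 2 of 3 of CBM1. In GH31, 3 genes were called lower in cellulose and 1 in sophorose. For CE16, 1 further gene was called higher in cellulose.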

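The single genes that Table S5 lists for GH10, GH11, GH62, GH67 and GH7 were each called lower in both carbon sources, as was the GH7 gene cbh1, which that table lacks. Of GH12, 1 of 2 genes was called lower in both and the other was called higher in sophorose. Of GH109, 2 of 9 genes were called lower in cellulose and 1 in sophorose, and of GH30, 2 of 4 in each.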

**Figure 6:**
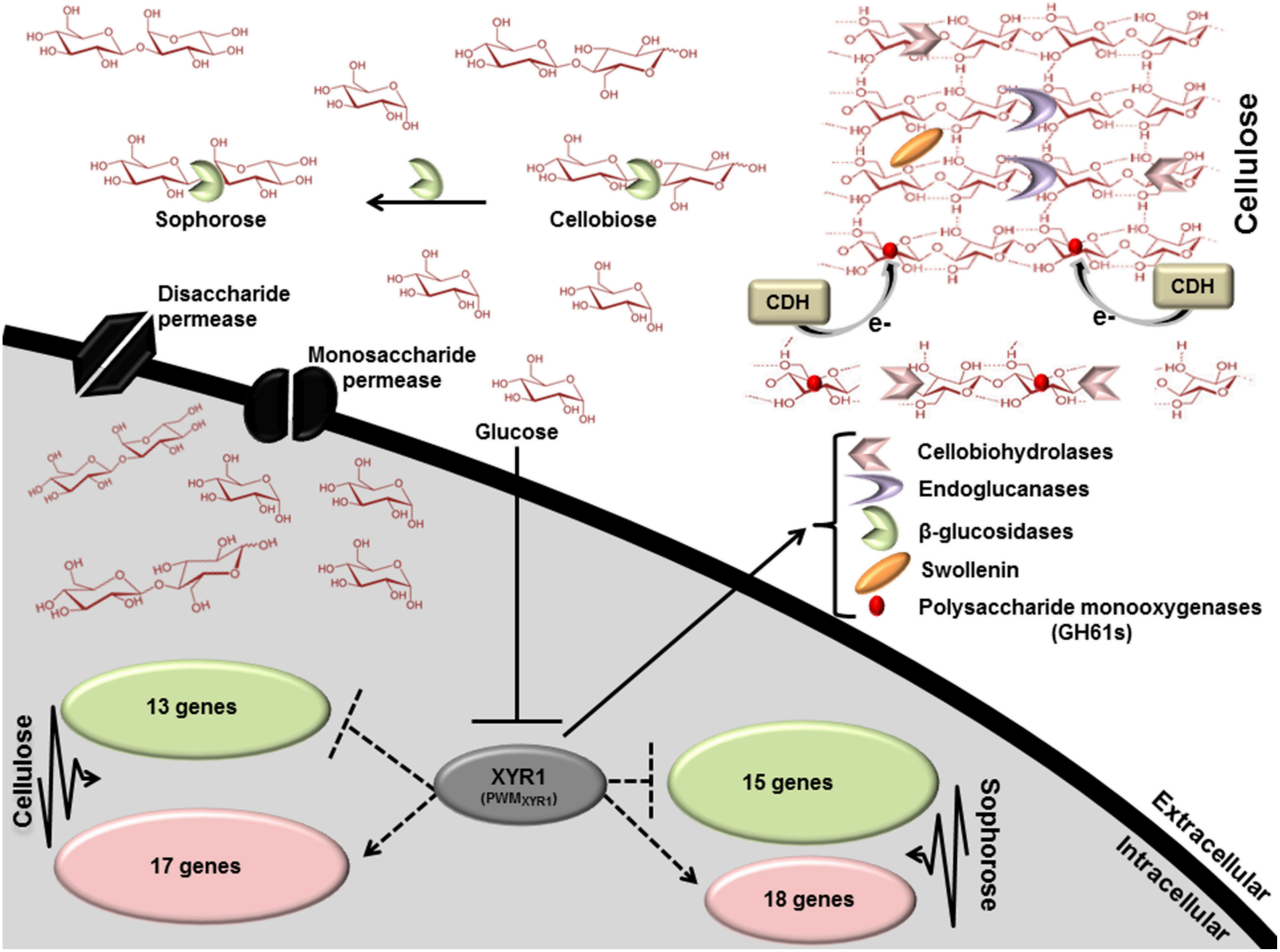
**Scheme involving the direct regulation by the Zn2Cys6 transcription regulator XYR1**. This figure shows the processes that are expected to be involved in *xyr1* regulation of lignocelluosic enzymes in *T. reesei*. Endoglucanases (EGs) hydrolyze cellulose bonds internally, while cellobiohydrolases cleave cellobiose units from the ends of the polysaccharide chains. The released cellobiose units (disaccharides) are subsequently hydrolyzed by β-glucosidases, releasing glucose, the main carbon source readily metabolisable by *T. reesei*. Expansin proteins (Swollenin) rapidly induce extension of plant cell walls by weakening the noncovalent interactions that help to maintain their integrity. Cellobiose dehydrogenase (CDH) is a potential electron donor for polysaccharide monooxygenases (PMOs). EGs and PMOs internally cleave cellulose chains releasing chain ends that are targeted by cellobiohydrolases (CBHs). Dotted arrows indicate potential areas of research for enhancement of enzymes secretion in *T. reesei*: XYR1 activates or represses (directly) the transcription of genes in cellulose and sophorose. PWM_*XYR1*_ defined in Silva-Rocha et al. (2014).

The general expression profile of transcription factors was highly modulated in the mutant strain (Table S10). However, none of the transcription factors known to regulate the expression of cellulase genes in *T. reesei* had their expression altered. 

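None of cre1, ace1, hap2 and hap3 passed both thresholds in any carbon source, in edgeR or in DESeq2. Their log2 fold changes were −0.15, 0.11, −0.27 and −0.27 in cellulose and 0.47, −0.45, −0.44 and 0.35 in sophorose. The smallest adjusted p among them in edgeR was 0.0301, for hap3 in sophorose. In glucose the value for cre1 was −0.0024 and changed sign with the normalization, and those for ace1 (0.16) and hap2 (−0.08) changed sign when 1 library was left out. hap5 was not matched to a counted gene.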

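All 31 transcription factor genes listed for cellulose in Table S10 were called changed, 17 higher and 14 lower in Δxyr1. For sophorose 16 of 17 were called, 6 higher and 10 lower, and for glucose 7 of 7, 6 higher and 1 lower. With the p adjusted over the list alone, 31, 16 and 7 passed. The glucose calls rest on single libraries, since 0 were left without Δxyr1 glucose replicate 3 or QM9414 glucose replicate 1, 1 without Δxyr1 glucose replicate 2 and 2 without QM9414 glucose replicate 3.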

Thirty-one transcription factors were modulated by XYR1 in presence of cellulose, 17 in sophorose, and seven in the presence of glucose. The most upregulated transcription factor in the mutant Δ*xyr1* in cellulose (ID 122271, log_2_ fold change = 3.49, 11 times) is a homolog of the Zn2Cys6 transcriptional regulator of *C. albicans* Fcr1, which has been described to be involved with ABC transporter expression regulation. 

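Gene 122271 had 494 ± 99.1 CPM in Δxyr1 in cellulose and 43.5 ± 3.90 in QM9414 (SD, n = 3 each), a log2 fold change of 3.50 (standard error 0.181, adjusted p = 1.5e-09 from edgeR). In sophorose it was −0.10 (adjusted p = 0.667), and the effects differed (3.61, adjusted p = 7.3e-08).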

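Gene 4124 had 12.3 ± 0.982 CPM in QM9414 in cellulose and 1.21 ± 0.259 in Δxyr1 (SD, n = 3 each), a 9.87-fold lower level (log2 fold change −3.30, standard error 0.355, adjusted p = 2.9e-06 from edgeR). In sophorose it was also called lower (−1.37, adjusted p = 0.0026), and the effects differed (−1.94, adjusted p = 0.00404).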

A homolog to the *myb* gene (ID 4124), previously described as a regulator of nitrogen metabolism in *Aspergillus nidulans*, was 9.5-fold less expressed in the mutant strain compared to the parental QM9414. 

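Gene 1941 had 10.9 ± 0.964 CPM in Δxyr1 in cellulose and 1.87 ± 0.304 in QM9414 (SD, n = 3 each), a log2 fold change of 2.53 (standard error 0.213, adjusted p = 2.2e-07 from edgeR). It did not change in sophorose at these thresholds (−0.22, adjusted p = 0.391), and the effects differed (2.76, adjusted p = 4.4e-06).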

Curiously, another *myb* member family was one of the most upregulated transcription factors in cellulose (ID 1941, log_2_ fold change = 2.52, 5 times). This result suggests a refined dual mechanism that controls the expression of cellulase genes through the modulation of transcription factors.

The majority of existing knowledge related to monosaccharide uptake in fungi originates from studies in yeast *S. cerevisiae* models. This yeast is able to transport and metabolize glucose, fructose, mannose, and galactose. Transport of these simple sugars is mediated only through facilitated diffusion by the majority of the transporters from the Hxt family belonging to the sugar porter (SP) family, which is the largest subfamily of the MFS (Leandro et al., 2009). In this regard, two transporter genes belonging to the MFS family (ID 69957—cellulose and ID 50894—sophorose) were drastically downregulated in the mutant strain (Table S4). These genes are 361- and 61-fold more expressed in the parental strain QM9414, respectively. These findings suggest that MFS members have an important role in cellulase gene regulation in induction by both cellulose and sophorose, are involved in transporting sugars (disaccharides or monosaccharides) into the cell, and can be regulated by XYR1. Briefly, our global scheme (Figure 6) suggests that XYR1 indirectly regulates most of the genes in *T. reesei*, including those involved in cellulase expression. 

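Of the 30 genes that Table S11 lists for cellulose, 13 were called higher and 16 lower in Δxyr1 by edgeR, and of the 33 for sophorose 15 higher and 17 lower. With the p adjusted over the list alone, 30 and 32 passed. Of the genes listed for cellulose, 4 were also called in another carbon source, and of those for sophorose 9.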

Overall, only 30 genes were directly regulated by XYR1 in presence of cellulose and 33 in sophorose, exclusively (Table S11). A functional XYR1 product may modulate the expression of different transcription factors that in turn regulate the expression of all necessary components involved with cellulase expression. This refined repertoire involves, as demonstrated by our results, the expression of specific glycosyl hydrolase family members, transcription factors, and transporters, with their expressions regulated according to carbon source.

## Discussion

We aimed to achieve a comprehensive understanding of how gene expression is regulated by XYR1 in *T. reesei* in response to different carbon sources by RNA-seq and bioinformatics analysis. 

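Across all 8506 genes tested, the log2 fold changes of Δxyr1 against QM9414 in cellulose and in sophorose had a Pearson's r of 0.219 and a Spearman's rho of 0.0139. Over the 400 CAZymes r was 0.741 and rho 0.295, and over the 8106 other genes r was 0.0941. Genes are not independent replicates. Of 477 genes called in both carbon sources, 261 changed in the same direction, 191 of them lower in Δxyr1. Outside the CAZymes 210 of 414 did.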

By comparing the growth in cellulose and sophorose, we identified new features in cellulose degradation in *T. reesei* and showed a remarkable similarity between their transcriptomic profiles.

The expression of *xyr1* varies according to the analyzed condition. In cellulose and sophorose, the role of the XYR1 in the induction of cellulolytic and hemicellulolytic enzymes is already well-established (Stricker et al., 2006), justifying its high level of gene expression in the parental strain QM9414. Conversely, we observed that in the presence of glucose, the expression of *xyr1* was minimal (Figure 1), which may be related to the intervention of another transcription factor also involved in the regulation of cellulase expression in *T. reesei*, the carbon catabolic repressor CRE1. 

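In QM9414 the level of xyr1 was 64.7-fold higher in cellulose than in glucose and 266-fold higher in sophorose than in glucose, and 4.12-fold higher in sophorose than in cellulose. No library of one group overlapped one of another. The level of cre1 was 294 ± 1.98 CPM in QM9414 in glucose (SD, n = 2), 565 ± 83.4 in cellulose and 349 ± 16.2 in sophorose (SD, n = 3 each).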

In 2014, Antoniêto et al. (2014) observed that in presence of glucose, the CRE1 transcription factor is triggered and represses *xyr1* expression by approximately 36-fold, thus explaining the lower *xyr1* expression level in the presence of glucose.

Although, others transcriptional factors such as ACE2, ACE3, HAP2/3/5 complex (positive regulators), ACE1, and CRE1 (negative regulators) are involved in *T. reesei* cellulase gene expression (Kubicek et al., 2009; Seiboth et al., 2012; Hakkinen et al., 2014), numerous studies report that XYR1 is the main factor between positive cellulase transcriptional activators, because its knock-out not only suppresses cellulase but also xylanase and β-mannanase formation (Mach-Aigner et al., 2008; Seiboth et al., 2012; Hakkinen et al., 2014; Tani et al., 2014). Stricker et al. (2008) showed that deletion of *xyr1* eliminates the induction of cellulases in the presence of both cellulose and sophorose, supporting its essential role in induction. In addition, a C-terminal truncation by 140 amino acids detected in the transcription factor XYR1 in the strain QM9136 (derived from QM6a) made this *T. reesei* strain unable to produce cellulase (Lichius et al., 2015). In *Aspergillus niger*, an XYR1 orthologue, XlnR, regulated the transcription of more than 20 genes encoding hemicellulases and cellulases (Stricker et al., 2008). de Souza et al. (2013) showed that different gene sets of CAZy enzymes and sugar transporters were shown to be individually or dually regulated by transcription factors XlnR and AraR, with XlnR appearing to be the major regulator of complex polysaccharides in *A. niger*. However, despite being highly conserved among filamentous fungi, XYR1 (XlnR/Xlr1) may exert different functions depending on the species (Klaubauf et al., 2014). In the filamentous fungus *Neurospora crassa*, the deletion of *xlr-1* (orthologue to XYR1 and XlnR) abolished its growth on xylan and xylose, but growth on cellulose and cellulolytic activity were only slightly affected (Sun et al., 2012). Unlike our observations in *T. reesei*, the overexpression of Mtxyr1 (XYR1 homolog) in *Myceliophthora thermophila* increased the xylanolytic activity in glucose and corncob; however, filter paper activity (FPA) and endoglucanase (EG) showed no significant difference compared to the parental strain (Wang et al., 2015). Furthermore, Li et al. (2015) also observed that in *Penicillium oxalicum* the lack of XlnR weakly reduced the transcript levels of some cellulases, but not at the same intensity as that found in *T. reesei*. Finally, in the plant pathogen *Magnaporthe oryzaeis*, no difference in the cellulolytic and xylanolytic profiles was observed when comparing the mutant strain Δ*xlr1* with its corresponding parental strain (Battaglia et al., 2013). Taken together, these data suggest that *T. reesei* specifically controls cellulase and xylanases gene expression by the transcription factor XYR1.

Interestingly, our data revealed that the main transcription factors that regulate the expression of cellulases in *T. reesei* showed no changes in expression in the mutant strain relative to QM9414 parental strain. Among them, only *ace3* (ID 77513) had a slight decreased expression in cellulose (fold change = −0.91, 1.88 times) (data not shown). 

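The log2 fold change of ace3 was −0.92 in cellulose (standard error 0.118, adjusted p = 1.6e-05 from edgeR), a 1.89-fold lower level in Δxyr1. In sophorose it was −0.69 (adjusted p = 2.9e-04) and in glucose 0.10 (adjusted p = 0.708). The effects in cellulose and sophorose did not differ (interaction adjusted p = 0.267). No value passed the fold threshold.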

Hakkinen et al. (2014) demonstrated that deletion of *ace3* in *T. reesei* significantly reduced xylanase activity and expression of xylan-degrading enzyme genes. Studies have shown that XYR1 deletion abolishes the expression of xylanase genes (Seiboth et al., 2012; Tani et al., 2014). As such, our results highlight a possible regulatory role of XYR1 on ACE3 in the expression of xylanase genes. This result was in concordance with a previous study described by Herold et al. (2013), which revealed that the expression of all xylanases, except *xyn3*, is induced by D-xylose and is XYR1-dependent.

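In cellulose, xyn3 (ID 120229) had 16 reads in the 3 Δxyr1 libraries and 28746 in the 3 QM9414 libraries, and it stood at rank 3 of 8506 genes, counted from the lowest, behind cel61b and gene 69944, whose fitted value rests on a group with no counts and whose floor gives a log2 ratio of QM9414 to Δxyr1 of at least 9.52. In sophorose its log2 fold change was −6.20 (standard error 0.508, adjusted p = 3.9e-07 from edgeR). The effects differed (−4.08, adjusted p = 0.00117).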

Curiously, we demonstrated for the Δ*xyr1* mutant strain that *xyn3* was the second most downregulated gene (fold change = −9.55, 750 times; Table S4) in cellulose, indicating that its expression might be also regulated by XYR1 in this carbon source. According to Silva-Rocha et al. (2014), there is one binding site to XYR1 in the *xyn3* promoter region. However, we showed that *xyn3* is not directly regulated by XYR1, indicating a possible interplay in the regulation of xylanase gene expression involving other genes in *T. reesei*, and that *xyn3* expression of might be regulated by a XYR1-independent pathway. To address this, we performed an *in silico* analysis to identify cis-regulatory elements for XYR1 in the regulatory region of *ace3*. Our analysis showed that in the promoter region of *ace3* there are 2 binding sites for XYR1 (data not shown). This result evidences the regulation of xylanase genes under the control of an interplay between *xyr1* and *ace3*. Our results are in accordance with Sun et al. (2012) who showed that the regulation of genes encoding xylanolytic enzymes in *Neurospora crassa* involves several regulatory groups, where the XLR-1 (xylanase regulator) may work alone or in combination with other unknown regulators. Additionally, an XLR-1 independent group of genes was also suggested to exist.

Another xylanase gene downregulated in the mutant strain during growth in cellulose was a GH11 member *xyn2* (ID 123818). The expression of this gene may be induced by xylobiose, xylan, cellulose, and sophorose (Zeilinger et al., 1996). 

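The xylanase gene xyn2 had 371.6 ± 39.0 CPM in QM9414 in cellulose and 0.804 ± 0.438 in Δxyr1 (SD, n = 3 each), a log2 fold change of −8.94 (standard error 0.534, adjusted p = 5.5e-09 from edgeR). In sophorose it was −5.92 (adjusted p = 2.1e-07), and the effects differed (−3.02, adjusted p = 0.00256).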

Our data show that it was expressed 384-fold lesser in the mutant strain than in the wild type, when growth in cellulose was not directly regulated by XYR1. Würleitner et al. (2003) demonstrated that in *T. reesei*, the regulation of *xyn2* expression is based on the interplay of Hap2/3/5, Ace2, and the AGAA-box binding repressor. Similarly, for *ace3*, our *in silico* analysis showed that there are 2 binding sites for XYR1 in the promoter region of Hap2 (data not shown). This result suggests that XYR1 might indirectly control the expression of *xyn2* by regulating the expression of components of the Hap2/3/5 complex, which is involved in xylanase gene expression.

Regarding the CAZy genes under direct XYR1 regulation, the most downregulated gene in the presence of cellulose encodes a GH61 polysaccharide monooxygenase protein CEL61a (AA9, Auxiliary family activity 9), which is also downregulated in sophorose (fold change = −8.30, 315 times and −5.97, 62.5 times, respectively). This enzyme has been shown to enhance lignocellulose degradation by an oxidative mechanism (Langston et al., 2011; Häkkinen et al., 2012). 

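The log2 fold change of cel61a was −8.65 in cellulose (standard error 0.572, adjusted p = 1.6e-08 from edgeR) and −6.12 in sophorose (standard error 0.494, adjusted p = 3.4e-07). With each library left out it stayed between −9.17 and −8.29 in cellulose and between −6.72 and −5.81 in sophorose. The effects differed (−2.53, adjusted p = 0.0054).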

Our data corroborates the hypothesis of Quinlan et al. (2011) that GH61 glycoside hydrolases, reclassified as AA9, may act directly on cellulose to make it more accessible to traditional cellulases. Therefore, we suggest that this enzyme might also be involved in the metabolism of carbon sources less complex than cellulose (such as sophorose), becoming an important target of XYR1 responsible for initiating the degradation of available cellulose and equally responsible for oxidative degradation of these substrates.

Our results also show that cellulase induction involves a range of transcription factors that can be regulated by XYR1, mostly in an indirect manner. Furthermore, we demonstrated that the control of cellulase expression mediated by XYR1 does not necessarily occur by regulation of the main transcription factors involved with cellulase synthesis. Of the 55 transcription factors genes modulated by XYR1 in the studied conditions (Table S10), only 5 were directly regulated by XYR1 and none were previously characterized in *T. reesei*. 

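Of these 55 genes, 54 were called changed in the carbon source for which Table S10 lists them, 29 higher and 25 lower in Δxyr1. The remaining gene, 55759, lay just short of the fold threshold in sophorose (log2 fold change −1.00, adjusted p = 0.0043). Another carbon source also called 10 of the 55, and 3 of these changed in the same direction.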

In the presence of cellulose, the most upregulated transcription factor (ID 122271, fold change = 3.49, 11 times) is a homolog to *C. albicans fluconazole resistance 1 protein* (Fcr1p), a member of the family of zinc cluster proteins characterized by a highly conserved Zn(II)2Cys6 zinc finger motif within the N-terminal DNA binding domain (Talibi and Raymond, 1999). This transcription factor has been described to be responsible for the regulation of the expression of a large family of membrane transporters (ABC transporters; Dexter et al., 1994; Shen et al., 2007). The most repressed (ID 4124) and the third-most upregulated gene of transcription factors (ID 1941) in the presence of cellulose in the mutant strain belonged to the *Myb* family. These proteins are involved in several cellular processes in eukaryotes, including cell proliferation, apoptosis, differentiation, metabolism, and stress responses (Dubos et al., 2010; Ravaglia et al., 2013). Transcription factors (TFs) of the Myb family are found in all kingdoms of life (Stober-Grässer et al., 1992; Wieser and Adams, 1995; Oh and Reddy, 1999; Rubio et al., 2001; Du et al., 2009; Meneses et al., 2010) and have been described as regulators of nitrogen metabolism in *A. nidulans* and *Fusarium graminearum* (Arratia-Quijada et al., 2012; Kim et al., 2014). Additionally, Zhang et al. (2012) showed in *Phytophthora sojae* that an Myb transcription factor is required for zoospore development. Stricker et al. (2006) showed that Δ*xyr1* has similar growth rates and neither conidiospore formation nor germination times differed between the mutant and the parental strain. As a result, due to *myb* downregulation in the Δ*xyr1* mutant strain further studies will be performed to understand the role of Myb transcription factors in this fungus.

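Among the ABC transporter genes of Table S12, the gene 60116 was called lower in Δxyr1 in sophorose (log2 fold change −1.04, standard error 0.303, adjusted p = 0.0114 from edgeR), and the gene 58899 was not called there (1.14, standard error 0.467, adjusted p = 0.0575). Of the 53 genes described as ABC transporters in the deposited table, 13 were called lower and 4 higher in cellulose, 6 lower and 5 higher in sophorose, and 1 lower and 2 higher in glucose.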

We demonstrated that 4 genes encoding ABC transporters are differentially expressed in the presence of cellulose, sophorose, and glucose, and are mainly downregulated under these conditions. Several studies have shown that the ABC transporter superfamily is involved with the intracellular transport of metabolites across bacterial membranes (Goffeau et al., 2004; Davidson et al., 2008). Moreover, in fungi, these transporters are involved with mycoparasitic interaction and antifungal resistance (Ruocco et al., 2009; Sa-Correia et al., 2009; Morschhäuser, 2010; Paul et al., 2013; Karlsson et al., 2015). Schlosser et al. (1999) described in *Streptomyces reticuli* an inducible ABC transport system of uptake specific for cellobiose and cellotriose. Similarly, Elferink et al. (2001) showed in *Sulfolobus solfataricus* (an extreme thermoacidophilic archaeon), that sugar transport is mediated by two families of protein binding dependent ABC transporters, which may transport arabinose, fructose, xylose, glucose, galactose, cellobiose, maltose, and trehalose. Similarly, Koning et al. (2001) showed that cellobiose uptake in the hyperthermophilic archaeon *Pyrococcus furiosus* is mediated by an inducible, high-affinity ABC transporter. Recently, Watanabe et al. (2015) related the functional characterization of β-xylosidase and the xyloside ABC transporter in a soil bacterium *Corynebacterium glutamicum*. The findings described by Watanabe and co-workers suggest some inherent ability of *C. glutamicum* to take up xylooligosaccharides, an ability that is enhanced by in the presence of a functional xyloside ABC transporter. However, in *T. reesei*, the function of the transporters belonging to the ABC family remains unclear. So, the downregulation of the ABC transporter family members in the Δ*xyr1* mutant strain suggests an important role for these transporters in cellulase gene expression under the control of XYR1, reinforcing the requirement of a functional and structural characterization of these transporters in *T. reesei*.

In addition to ABC transporters, two other classes of transporters related to amino acids and MFS transporters were highly modulated in the Δ*xyr1* mutant strain in the presence of cellulose, sophorose, and glucose. The MFS proteins represent a large family of secondary transporters carrying small solutes (Pao et al., 1998; Yan, 2015). At the moment, 74 families of MFS transporters have been classified, wherein each one transports a specific substrate as simple monosaccharides, oligosaccharides, amino acids, peptides, vitamins, enzyme cofactors, and others (Reddy et al., 2012). In yeast, transporters belonging to the MFS have been found to play important roles in sugar uptake (Bisson et al., 1993; Weusthuis et al., 1994; Fan et al., 2002). Fekete et al. (2012) identified a MFS lactose transporter important for lactose uptake and growth on lactose in *A. nidulans*. Additionally, Colabardini et al. (2014) identified the *A. nidulans xtrD* (xylose transporter) gene encoding a transporter from the MFS. This transporter is expressed in the presence of xylose in an XlnR-dependent manner, and is also able to transport xylose, glucose, galactose, and mannose, indicating that this transporter accepts multiple sugars as a substrate.

Porciuncula Jde et al. (2013) showed that the MFS transporters ID 3405, ID 79202, and ID 77517 are highly expressed during growth of *T. reesei* in cellulose and lactose. In this study, we demonstrated that the MFS transporter ID 3405 was downregulated (78-fold) in the Δ*xyr1* mutant strain grown in cellulose. 

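The level of gene 3405 in cellulose was 98.9-fold lower in Δxyr1. Gene 79202 had a log2 fold change of −5.57 in cellulose (standard error 0.371, adjusted p = 1.7e-08 from edgeR) and one of 1.11 in sophorose (adjusted p = 0.0085), and these effects differed (−6.68, adjusted p = 8.1e-08). Gene 77517 fell short of the fold threshold in cellulose (−0.96, adjusted p = 0.0053), and it passed without Δxyr1 cellulose replicate 3 or QM9414 cellulose replicate 3.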

Recently, our group also revealed that this transporter is strongly repressed by CRE1 when a metabolizable carbon source is present in the medium (Antoniêto et al., 2014). Moreover, Zhang et al. (2013) showed that this protein (named Ctr1) plays a key role in the cellulolytic signaling process, acting as sophorose transporter. Conversely, Ivanova et al. (2013) indicated that this gene is also upregulated in the presence of lactose, probably acting as lactose permease. The lack of specificity of these transporters could be explained by the similar structure of different sugars such as lactose/sophorose and beyond that, some transporters can act as both transporters and nutrient sensors. 

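The permease gene 69957 was also called lower in Δxyr1 in sophorose, with a log2 fold change of −4.95 (standard error 0.478, adjusted p = 2.1e-06 from edgeR), from 5.90 ± 1.18 CPM in QM9414 to 0.177 ± 0.129 in Δxyr1 (SD, n = 3 each). The strain effect was larger in cellulose by −3.78 (interaction adjusted p = 0.0079), a call that was lost without Δxyr1 sophorose replicate 2. In glucose both strains had less than 0.1 CPM of it.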

In presence of cellulose, another MFS permease (ID 69957) was specifically downregulated in the Δ*xyr1* strain. This transporter has a high similarity to a putative maltose permease of the human pathogenic fungus *Talaromyces marneffeii* and may be involved in the transport of disaccharides (Boyce and Andrianopoulos, 2013). On the other hand, the gene encoding an MFS hexose transporter (ID 46819), which was downregulated in the presence of cellulose in the Δ*xyr1* mutant is homologous to a putative cellodextrin transporter-like protein CLP1 of *Neurospora crassa*, which is involved in cellulase induction. 

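The log2 fold change of gene 46819 was −4.76 in cellulose (standard error 0.263, adjusted p = 2.6e-09 from edgeR), from 31.7 ± 4.72 CPM in QM9414 to 1.11 ± 0.483 in Δxyr1 (SD, n = 3 each). In sophorose it was −0.07 (adjusted p = 0.796), and the effects differed (−4.68, adjusted p = 9.2e-08).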

Functionally, CLP1 cannot transport cellodextrin, but it can repress the expression of the cellodextrin transporter, in turn inhibiting cellodextrin uptake in *N. crassa* (Cai et al., 2015). Together our results suggest that XYR1 may regulate the expression of different transporters in *T. reesei* and these transporters have a promiscuous role in signaling pathways involved in cellulase induction.

Finally, our results demonstrated that genes related to amino acid transporters were mainly downregulated in the presence of cellulose and sophorose. Moreover, only one amino acid transporter was upregulated in the three tested carbon sources. 

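Of the 53 genes described as amino acid transporters in the deposited table, 11 were called lower and 3 higher in Δxyr1 in cellulose, 6 lower and 4 higher in sophorose, and 0 lower and 1 higher in glucose.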

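Among the amino acid transporter genes of Table S12, those called higher were 23415 in cellulose (log2 fold change 2.03, standard error 0.222, adjusted p = 3.4e-06 from edgeR), 104077 in sophorose (1.09, standard error 0.325, adjusted p = 0.0127) and 121942 in glucose (1.08, standard error 0.289, adjusted p = 0.0386). The gene 67806, also listed for glucose, was not called (1.18, adjusted p = 0.0583).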

Ivanova et al. (2013) showed that genes encoding proteins involved in amino acids metabolism were enriched in lactose-grown cultures. In addition, Antoniêto et al. (2014) showed that in the Δ*cre1* mutant strain the expression of amino acid transporters was induced in the presence of cellulose. In addition, during growth in sophorose, expression of the amino acid transporter in the Δ*cre1* mutant strain was also induced, indicating that CRE1 acts to inhibit these genes (Antoniêto et al., 2016). Similarly, our results pointed to the downregulation of amino acid transporters in sophorose-grown cultures in the Δ*xyr1* mutant strain, as well as in cellulose. At this time, the physiological consequences of these changes are unknown. Lichius et al. (2014) showed that the nuclear import of XYR1 is dependent of *de novo* protein biosynthesis, and the inhibition of protein biosynthesis abolished the entrance of XYR1 into the nucleus. These results suggest that XYR1 affects processes involved with the biosynthesis of protein in *T. reesei*. In this regard, the downregulation of amino acid transporters under cellulose and sophorose induction conditions might be explained by both a decrease in intracellular protein biosynthesis and reduced amino acid metabolism in the Δ*xyr1* mutant strain. However, further studies need to be undertaken to better understand this process.

The data shown here provides evidence for the multiple roles of XYR1 in cellulase production in *T. reesei* and how fine-tuned this process can be, as it involves regulating of the entry of nutrients through the cell as well the regulation of other TFs ultimately culminating or not culminating in cellulase synthesis.

## Conclusions

Our study contributes to a better understanding of the role of the transcription factor XYR1 in the degradation of cellulosic material by *T. reesei*. Our transcriptomic analysis showed that several genes have their expression affected in a carbon source-dependent manner. The transcriptional profile of Δ*xyr1* was drastically altered during growth in the presence cellulose, sophorose, and glucose. The most differentially expressed genes include mainly cellulolytic enzymes, but expression of transporters and transcriptional factors are also affected by XYR1. Here, we highlighted the modulation of MFS and ABC family transporters. Since transport across the membrane is the first step at which nutrient supply is tightly regulated in response to intracellular needs and often also the rapidly changing external environment, the study of these transporters will contribute to the understanding of the molecular mechanisms underlying the regulation of cellulolytic enzyme synthesis in this fungus. Furthermore, these data will contribute to the construction of industrial strains of *T. reesei* that produce high levels of cellulase for plant cell-wall degradation thus facilitating its application in fungal biotechnology.

## Author contributions

Conceived and designed the experiments: RS, GP, RSR. Performed the experiments: Ld, Rd, AA. Analyzed the data: GP, RSR, LD, RP, AA. Wrote the paper: Rd, Ld, AA, RS. All authors have read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

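RNA-seq was used for 17 libraries of Trichoderma reesei QM9414 and its Δxyr1 mutant in cellulose, sophorose and glucose, in 6 groups of 3 libraries each, except QM9414 in glucose with 2. The authors aligned the reads with TopHat2, kept unique alignments and deposited the counts that HTSeq gave for 9129 genes. The authors also deposited a signal per gene and library, the counts divided by size factors of DESeq2, and this was used here only beside the raw counts of xyr1. In the authors' deposited table of comparisons, the authors give log2 fold changes and adjusted p values made with DESeq2 for 8567 genes, and these were compared with values computed here from the counts. Of the 9129 genes, 9072 were matched to RefSeq locus tags, and 226 of them carried a symbol.

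The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts in at least 2 libraries were tested, which kept 8506. Library totals lay between 7014100 and 29056712 counts. TMM factors were used, and 1 quasi-likelihood fit of edgeR covered all libraries and groups, with a common biological coefficient of variation of 0.205 and 4.16 prior degrees of freedom. Strains were compared within each carbon source, carbon sources within QM9414, and the strain effects between carbon sources with interaction terms. P values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p of at most 0.05 with a log2 fold change of at least 1 in size. Sets of genes were tested with camera, and again with fry and with camera at an estimated correlation between genes. Sums and single levels were compared with exact permutation tests. Ratios of low counts carry a counting interval at the 95% level, and a group with no counts was given a floor of 3 counts over the group.

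The comparisons, thresholds, named genes and alternatives were chosen before the data were examined, apart from those said below to be chosen after. The named genes are those that the paper gives by protein ID or symbol, and the genes with the largest changes without overlap between libraries. The alternatives were DESeq2, RLE and upper-quartile factors, no filter, a stricter filter of at least 1 CPM in at least 3 libraries, a fit of the compared groups alone, a block for the replicate number, each library left out in turn, and adjusted p without a fold threshold. A fit with DESeq2's beta prior, a fit without proteins 48266 and 61593, a fit without scaling factors for the interactions and actin, and CAZyme sums with cbh1 and egl2 were added after values had been seen. The fits were also tested on simulated data, in which edgeR recovered 97% of genes changed 4-fold and 38% of genes changed 2-fold, with 0 false calls between the strains in cellulose. For the interaction of strain and carbon source, edgeR recovered 92% and 28%, with 6 false calls. DESeq2 recovered 98% and 44% between the strains, with 8 false calls, and gave 15 false calls for the interaction. At adjusted p alone, 14.7% of the genes DESeq2 passed between the strains were false, against 4.76% for edgeR. Enrichment of gene ontology terms, network edges, phylogeny, binding sites and gene lengths were not analysed here.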

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

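Of the tests reported in this part, those of culture times, of QM9414 cellulose replicate 1, of the scaling and the 2 abundant proteins, and of the values in the authors' deposited table were chosen after the result was seen, as was the fit without scaling factors, while the splits of the libraries and the other settings of the actin test were planned.

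The strain effect differed between carbon sources, by a test of the difference itself, in 2433 genes for cellulose against sophorose, 1628 for cellulose against glucose and 1024 for sophorose against glucose. For cellulose against sophorose, of 100 drawn splits of the 12 cellulose and sophorose libraries, 2 gave as many calls as the real grouping, itself included, and the largest other split gave 2673. The draws mixed strains and carbon sources freely, so effects of strain or carbon source alone were broken up too. At the level of 2% only, the draws argue against libraries that do not differ at all. For the interaction itself, grouping by chance cannot be decided by them. Reads of a glucose culture in QM9414 cellulose replicate 1 are argued against as the whole cause, since 90.3% of the calls for cellulose against sophorose and 87.0% of those for cellulose against glucose were kept without that library. For cellulose against sophorose the scaling and 2 abundant proteins are argued against as the whole cause, since 96.6% of the calls were kept under upper-quartile factors, 97.7% under RLE factors, 99.2% without the 2 proteins and 64.6% without scaling factors, and so they are for cellulose against glucose, where the lowest share kept was 65.0%, without scaling factors. For sophorose against glucose the scaling cannot be told apart as a cause. Without scaling factors 42.7% of the calls were kept. That fit rests on library totals, of which the 2 proteins took 45.0% in Δxyr1 sophorose replicate 3. The calls lost in it therefore do not show that the scaling made them. The share kept was 92.7% under RLE factors, 96.0% under upper-quartile factors and 97.6% without the 2 proteins. The culture times, which differed between the strains in cellulose, and the glycerol pre-culture, which the paper and the deposited description place differently, cannot be told apart from the carbon source where cellulose is compared, since 0 Δxyr1 cellulose libraries have the culture times of QM9414. For sophorose against glucose, culture times that differed between the strains are argued against, since 0 Δxyr1 libraries had other times than QM9414 in the same carbon source. Times that differed between sophorose and glucose, and the pre-culture, cannot be told apart from the carbon source there, since 0 sophorose libraries have the times of glucose. A carbon-specific role of XYR1 stays open beside them, untested.

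Among the 46 named genes, 23 passed this test, 16 with the lower effect in cellulose and 7 with the lower effect in sophorose. The effect in cellulose minus that in sophorose was −4.08 for xyn3, −2.85 for cel61b, −3.02 for xyn2, −2.53 for cel61a, −1.29 for bgl1 and −6.21 for bgl2. It was −6.16 for the GH31 gene 69944, a fitted value that rests on a group with no counts, and 2.38 for the mannosidase gene 60635. Among transporter genes it was −3.78 for 69957, 3.39 for 103179, −11.11 for the copper transporter 52315 (−7.55 without QM9414 cellulose replicate 1), −3.92 for the urea transporter 56911, −5.45 for 3405, 1.12 for 55077, −1.45 for 80058, 2.12 for 65191, −4.68 for 46819 and −6.68 for 79202. It was 7.87 for the ATPase gene 58366, 3.61 for the Fcr1 homolog 122271, −1.94 for gene 4124 and 2.76 for gene 1941. The call for cel61b was lost in 8 of the omissions of 1 library, that for 60635 in 6, that for 56911 without Δxyr1 sophorose replicate 1 or 2, that for 69957 without Δxyr1 sophorose replicate 2, and that for 80058 without Δxyr1 sophorose replicate 3 or QM9414 sophorose replicate 1 or 2.

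The strain effect on the actin control gene was −0.84 in cellulose and 0.75 in sophorose, and the effect in cellulose minus that in sophorose was −1.59. The scaling cannot be told apart as a cause, since without scaling factors the value was −1.06 (adjusted p = 0.0640 from edgeR), past the fold threshold and not past that of the adjusted p, while DESeq2, RLE and upper-quartile factors gave −1.56, −1.56 and −1.55. The culture conditions stay open, untested.

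A signal appears in values the paper did not analyse. In the authors' deposited table, the adjusted p is above 1 for genes of which 706 in cellulose, 786 in sophorose and 61 in glucose were called here. A decimal point lost from values in scientific notation fits, since 95.2% of these values lie near the power of 10 that it predicts. Other libraries or another normalization are argued against, since the deposited and recomputed log2 fold changes differ by a median of 2.6e-05. The recomputed values here are those of DESeq2 with beta prior, a fit chosen after seeing the values, and not those of edgeR. No biological explanation was tested.

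Genes absent from the authors' deposited table were also called here, 30 in cellulose, 16 in sophorose and 3 in glucose. A filter on low counts fits for the genes without an adjusted p in DESeq2, of which 99.7% are absent from that table. It is argued against for 165 absent genes that have an adjusted p in DESeq2. No biological explanation was tested.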

How the results depend on the processing

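The fit with DESeq2's beta prior, the fit without 2 abundant proteins, the fit without scaling factors and the sums with cbh1 and egl2 were chosen after the result was seen. Over 161 results, 2048 of 2177 alternative values kept their direction and their side of the threshold, 59 moved by more than the spread, 25 reversed, 16 became stronger and 29 weaker. Where no construction is named, the cause was not tested.

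Without TMM factors, xyr1 in sophorose moved from −4.89 to −5.31, and the log2 ratio of the CAZyme sums was −0.49 in cellulose, −0.63 in sophorose, −0.21 in glucose (reversed from 0.37) and 0.15 for QM9414 sophorose against cellulose. With cbh1 and egl2 it was −1.00 in cellulose and −0.47 in sophorose, and in QM9414 0.94 for cellulose and 0.97 for sophorose against glucose, since 2 abundant genes were added. QM9414 sophorose against glucose gave 0.55 without QM9414 glucose replicate 1 and 0.83 without replicate 3. The median over genes gave −0.29 for AA3, 0.36 for AA7 and −1.51 for CBM13, and the mean without the highest gene gave −0.26 for AA3, 0.048 for GH1 and −1.75 for CBM13. On linear normalized counts and on counts without a transform, the lowest correlations were 0.707 and 0.677.

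Without the fold threshold, which admits smaller changes, the calls rose to 3450, 3906 and 566 between the strains in cellulose, sophorose and glucose, to 4761, 5247 and 3142 in QM9414 (cellulose against glucose, sophorose against glucose, sophorose against cellulose) and to 3798, 2481 and 1560 for the interactions. Without scaling factors, the calls were 2872 for cellulose minus glucose and 449 for sophorose minus glucose. In a fit of the glucose groups alone, 0 genes, 0 listed transporters and 0 listed transcription factors were called. With DESeq2, with and without the beta prior, 11 listed transporters were called in glucose. Leaving out 1 library gave from 44 (QM9414 glucose replicate 1) to 451 genes in glucose (Δxyr1 glucose replicate 1), from 1 (Δxyr1 glucose replicate 3) to 9 transporters (Δxyr1 glucose replicate 1) and from 0 (Δxyr1 glucose replicate 3) to 6 transcription factors (Δxyr1 glucose replicate 1).

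Gene 60635 in glucose moved from −5.90 without Δxyr1 glucose replicate 2 to 1.90 without QM9414 glucose replicate 3. The interaction of cellulose and sophorose lay between −0.72 and 1.03 for cbh1 and between −1.22 and 0.49 for cbh2. In glucose cre1, at −0.0024, gave 0.0096 with DESeq2, 0.0093 with RLE factors, 0.00043 with upper-quartile factors, 0.00072 with the stricter filter, 0.039 with the compared groups alone, 0.0137 with the block and 0.0069 with the beta prior, and from −0.26 to 0.13 without 1 library. For ace1 the range was −0.043 to 0.36 and for hap2 −0.33 to 0.10.

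With the replicate number as a block, 1568, 1459 and 214 genes were called between the strains. Residuals of libraries with the same number had a median correlation of 0.0556, against −0.0117 for other pairs, so the number was not taken as a pairing. Depth limits genes with few counts.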

Differences from the paper's values

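Which alternatives give a value within the error or the factor of 1.5 is said of those set before the data were examined.

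The paper counts 322 genes higher in Δxyr1 in cellulose and 367 in sophorose, and here 705 and 916 were called. The paper counts 492 and 255 lower genes, and here 879 and 550 were called. None of the 13 alternatives for each comes within the factor. The authors' deposited table, read as it stands at both thresholds, gives 322, 367, 492 and 255, and 626, 420 and 138 genes for cellulose, sophorose and glucose alone and 17 for all carbon sources. For the sums over carbon sources the paper gives 877 higher and 796 lower genes, against 1781 and 1490 here, and none of 7 alternatives comes within the factor.

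The paper counts 626 genes changed in cellulose alone and 420 in sophorose alone, against 1050 and 940 here. None of 7 alternatives comes within the factor for these. The authors' deposited table with its values above 1 counted as past the threshold, a reading chosen after seeing the values, drops 0 of the 1673 calls of the table as it stands and gives 1006 and 870, with 119 for glucose alone and 43 for all carbon sources. The paper's network holds 1184 differentially expressed genes, the sum of the 626, 420 and 138 genes changed in 1 carbon source alone in the table as it stands, and that sum is 1995 with the values above 1 counted. For glucose alone the paper gives 136 and the value here is 89, with DESeq2 (118), RLE factors (94), the stricter filter (93) and the replicate block (92) within the factor and the other 3 not, and DESeq2 with beta prior (119), chosen after seeing the values, within it too. For all carbon sources the paper gives 17 and the value here is 26, with upper-quartile factors (23) and the replicate block (24) within the factor and the other 5 not.

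In glucose the paper counts 6 higher and 5 lower transporters, and here 2 and 3 were called. Of 12 alternatives, DESeq2 (6), the replicate block (4) and the fits without Δxyr1 glucose replicate 1 (6) or QM9414 glucose replicate 3 (4) come within the factor for the higher ones and the other 8 do not, and DESeq2 (5) alone for the lower ones. For MFS permeases higher in glucose the paper gives 2 and the value here is 1, with DESeq2, the stricter filter and the fit without Δxyr1 glucose replicate 1 reaching 2 and the other 9 not within the factor. For the CAZy genes of Tables S6 to S8 higher in glucose the paper gives 5 and the value here is 3, with the fit without Δxyr1 glucose replicate 1 reaching 5, DESeq2 (4) and the replicate block (4) within the factor and the other 9 not. DESeq2 called every gene of Tables S4 and S6 to S12 that edgeR did not call in the carbon source of the table, except the GT1 gene 68821, which the fit without Δxyr1 glucose replicate 1 called. So DESeq2 called the genes 60635, 109378 and 47987 in glucose, as did, in the same order, the fit without QM9414 glucose replicate 1, the fit without Δxyr1 glucose replicate 2, and the replicate block and the fits without Δxyr1 glucose replicate 1 or QM9414 glucose replicate 3. RLE factors called 68347, 2662, 111245, 55759 and 123673 in sophorose, upper-quartile factors 58899 in sophorose, and the fit without a filter 55759 in sophorose. The stricter filter called 55759 in sophorose and 58561 in glucose, and the fit of the compared groups alone 39942 in cellulose and 73250 in sophorose. The replicate block called 39942 and 77481 in cellulose, 123673 in sophorose and 120980, 58561 and 107479 in glucose. Some of these genes were also called in fits without Δxyr1 cellulose replicate 3, QM9414 cellulose replicate 2 or 3, or any 1 library of the sophorose or glucose groups. DESeq2 with beta prior, chosen after seeing the values, called the same listed genes that DESeq2 added, and left 3 of the 340 listed entries uncalled, 1 of them called in edgeR. The fit without the 2 abundant proteins, chosen after seeing the values, called 55759 in sophorose and left 31 of the 340 uncalled, 2 of them called with these proteins. Gene 77517 in cellulose was called without Δxyr1 cellulose replicate 3 or QM9414 cellulose replicate 3 alone.

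For xyn3 in cellulose the paper gives −9.55 and the value here is −10.28, with DESeq2 (−10.27) and the fit without Δxyr1 cellulose replicate 3 (−9.86) within the error and the other 11 of 13 not. DESeq2 gives the same value as edgeR there and comes within the error through its larger standard error (0.732 against 0.588). For cel61b the paper gives −9.14 and the value here is −10.34, with the fits without Δxyr1 cellulose replicate 2 (−10.08) or 3 (−10.03) within the error and the other 11 not. For the copper transporter 52315 in sophorose the paper gives 7.74 and the value here is 9.32, with the fits without QM9414 sophorose replicate 1 (9.29) or 3 (9.16) within the error and the other 11 not. These values hardly move, and their standard errors are larger (1.68 and 1.66 against 1.34). DESeq2 with beta prior, chosen after seeing the values, which leaves 3 of the 340 listed entries uncalled, gives −9.55 for xyn3, −9.13 for cel61b and 7.73 for the copper transporter.

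The lowest correlation between replicates is 0.71 in QM9414 and 0.67 in Δxyr1 in the paper, and 0.980 and 0.964 here on the log scale. Linear normalized counts and counts without a transform give 0.707 and 0.677, and log2 with a smaller added value does not come within the error. For the square of the correlation with qRT-PCR the paper gives 0.81 and the value here is 0.870, and no alternative fit was run. The paper's own RNA-seq values of Table S13 give 0.796 over the same 40 pairs.

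The paper names BXL1 as the most lowered gene in sophorose, while here cbh1 (−8.87) and 4 more genes had lower values than bxl1 (−7.87). No pre-set alternative puts bxl1 at rank 1 from the lowest. The standard errors were 1.499 for cbh1, 1.475 for cbh2 and 0.746 for cel12a, each larger than the distance to bxl1. The CE16 gene 121418, at −7.90, lay beside bxl1. The order of bxl1 and the genes ahead of it is thus not resolved, and a difference from the paper's rank is not shown for bxl1. DESeq2 with beta prior, chosen after seeing the values, which leaves 3 of the 340 listed entries uncalled, gives bxl1 at rank 1 (−7.71). The paper names xyn3 as the second most lowered gene in cellulose, while here it stood at rank 3, and no pre-set alternative gives rank 2. Of the genes ahead of it, 69944 has no counts in Δxyr1, and its floor gives a log2 ratio of QM9414 to Δxyr1 of at least 9.52. The other, cel61b, lay at −10.34 (standard error 0.982) beside −10.28 (standard error 0.588) for xyn3. The order of these genes is thus not resolved, and a difference from the paper's rank is not shown. DESeq2 with beta prior, chosen after seeing the values, with the same 3 of 340 uncalled, gives rank 2 for xyn3. It states that reads of xyr1 were absent in the mutant, while between 1214 and 1300 reads per library were counted in sophorose. It lists GH3 among the families that rose in Δxyr1 in cellulose, while the log2 ratio here was −0.68. It lists GH64 among the lowered genes in one sentence, while the gene 124175 is higher by 3.54 in its Table S9 and by 3.60 here, and another of its sentences has GH64 induced. It describes the permease 69957 as specific to cellulose, while it was also lower in sophorose (−4.95). It names the permease 55077 among the transporters that changed in cellulose alone, while it was not called there (0.53), and Table S12 holds another MFS permease, 66311, which was called at −2.89.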

Other observations

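Of the tests in this part, those of xyr1 counts, of the 2 abundant proteins, of the linear correlations and of the values above 1 were chosen after the result was seen, while the tests of a mixed library, of the cbh1 and cbh2 counts and of the splits were planned.

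Genes abundant only in glucose cultures were counted in QM9414 cellulose replicate 1. In 94 other genes, not used to find this, the excess over the other QM9414 cellulose libraries was taken in CPM without TMM factors. Its median was 18.0% of the level in Δxyr1 glucose replicate 2 less that in the other QM9414 cellulose libraries, with an SD of the log2 share of 0.191. RNA or reads of Δxyr1 glucose replicate 2 fit. A QM9414 culture partly in the state of QM9414 on glucose is argued against, since the SD of that share was 1.18. Without this library, 1451 genes were called between the strains in cellulose, and 1382 of them were among the 1584 called with it.

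In Δxyr1 on sophorose, xyr1 stood at 2.52% of QM9414 in CPM without TMM factors, the scale on which reads of another library add up, and at a ratio of 0.0337 in TMM-normalized CPM. RNA or reads of QM9414 libraries are argued against, since 18 of 152 genes lower in Δxyr1 stood at a smaller percent on the former scale, and the lowest, cbh1, at 0.192%. The counts of cbh1 and cbh2 in Δxyr1 cannot be told apart from such reads, since 0 of the 7 Δxyr1 libraries that can be tested held a gene below the count they would bring for every source.

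The 2 abundant proteins left out in one of the alternatives took 35.0% and 10.0% of the counts in Δxyr1 sophorose replicate 3. Carry-over of an abundant RNA cannot be told apart from expression, since the share differed up to 9.48-fold between replicates of one group. The more abundant of them was higher in Δxyr1 in sophorose by 3.81 (adjusted p = 0.0140 from edgeR), and by 1.20 (adjusted p = 0.230) without Δxyr1 sophorose replicate 3. That this library alone made the difference cannot be told apart from a smaller difference in the others, since the share was 3.43% and 5.32% in the other Δxyr1 sophorose libraries and between 1.64% and 2.76% in those of QM9414. Without the 2 proteins the pair with the lowest linear correlation rose from 0.707 to 0.9754 in QM9414 and from 0.677 to 0.908 in Δxyr1, where they fit as the cause. For Δxyr1 sophorose replicates 1 and 3 they are argued against, since that correlation was 0.744 with them and 0.670 without.

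Between the strains in cellulose, between the strains in sophorose and between sophorose and cellulose in QM9414, 1, 1 and 1 of 10 splits of the 6 libraries gave as many calls, the real one included. With 10 splits, grouping by chance cannot be told apart at 0.05, and the largest other split gave 0 calls.

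Of 2580 values above 1 in the authors' deposited table, 85.3%, 8.72% and 1.16% lay near the recomputed adjusted p times the factor that a lost point gives for 3 lengths of the number, the longest first. The adjusted p was recomputed by DESeq2 with beta prior. The tolerance of 0.2 in log10 was chosen after looking, since a first tolerance of 0.01 held 23.4% of the values. With these values put back, the authors' deposited table gives 3503, 4042 and 920 genes at an adjusted p of at most 0.05, and 679, 847 and 229 higher and 837, 547 and 69 lower genes at both thresholds.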
